# Transcriptome profiling of blood from common bottlenose dolphins (*Tursiops truncatus*) in the northern Gulf of Mexico to enhance health assessment capabilities

**DOI:** 10.1371/journal.pone.0272345

**Published:** 2022-08-24

**Authors:** Jeanine S. Morey, Brian C. Balmer, Eric S. Zolman, Ryan Takeshita, Sylvain De Guise, Teresa K. Rowles, Cynthia R. Smith, Randall S. Wells, Lori H. Schwacke

## Abstract

Following the 2010 *Deepwater Horizon* disaster and subsequent unusual mortality event, adverse health impacts have been reported in bottlenose dolphins in Barataria Bay, LA including impaired stress response and reproductive, pulmonary, cardiac, and immune function. These conditions were primarily diagnosed through hands-on veterinary examinations and analysis of standard diagnostic panels. In human and veterinary medicine, gene expression profiling has been used to identify molecular mechanisms underlying toxic responses and disease states. Identification of molecular markers of exposure or disease may enable earlier detection of health effects or allow for health evaluation when the use of specialized methodologies is not feasible. To date this powerful tool has not been applied to augment the veterinary data collected concurrently during dolphin health assessments. This study examined transcriptomic profiles of blood from 76 dolphins sampled in health assessments during 2013–2018 in the waters near Barataria Bay, LA and Sarasota Bay, FL. Gene expression was analyzed in conjunction with the substantial suite of health data collected using principal component analysis, differential expression testing, over-representation analysis, and weighted gene co-expression network analysis. Broadly, transcript profiles of Barataria Bay dolphins indicated a shift in immune response, cytoskeletal alterations, and mitochondrial dysfunction, most pronounced in dolphins likely exposed to *Deepwater Horizon* oiling. While gene expression profiles in Barataria Bay dolphins were altered compared to Sarasota Bay for all years, profiles from 2013 exhibited the greatest alteration in gene expression. Differentially expressed transcripts included genes involved in immunity, inflammation, reproductive failure, and lung or cardiac dysfunction, all of which have been documented in dolphins from Barataria Bay following the *Deepwater Horizon* oil spill. The genes and pathways identified in this study may, with additional research and validation, prove useful as molecular markers of exposure or disease to assist wildlife veterinarians in evaluating the health of dolphins and other cetaceans.

## Introduction

The northern Gulf of Mexico (nGoM) is home to 31 stocks of common bottlenose dolphins (*Tursiops truncatus*), hereafter referred to as dolphins, that inhabit bays, sounds, and estuaries (BSE) [1]. BSE dolphins are long-lived, year-round residents [e.g., 2, 3], and top predators in these coastal environments where they are routinely exposed to ecosystem perturbations, both natural [e.g., 4, 5] and anthropogenic [e.g., 6, 7]. As such, they are considered sentinels for ecosystem health. Over the past several decades, methods have been developed and refined to temporarily capture and conduct veterinary examinations to assess the health of BSE dolphins using standard diagnostic panels, including blood chemistry, complete blood cell counts, stress and reproductive hormone levels, as well as standardized physical examination and ultrasound [8–14]. The temporary capture also provides an opportunity for sampling of tissues (e.g., blood, blubber, urine) to determine exposure to chemical pollutants, pathogens, and marine toxins, supporting epidemiological studies to understand important factors affecting population health [11, 12, 15]. In the years following the explosion of the *Deepwater Horizon* (DWH) drilling platform and the subsequent release of millions of barrels of oil into the nGoM and unusual mortality event (UME, 2010–2014), wildlife veterinarians and researchers have used the aforementioned tools to identify disease conditions, many chronic, in dolphin populations exposed to the DWH oil [reviewed in 16]. Conditions have included lung disease, inflammation, impaired stress response, altered immune status, and reproductive failure [10, 11, 17–19 and others]. While great strides have been made in improving existing methods and techniques for health assessment, as well as developing new tools over the past decade, identification of additional markers of health and toxic responses would further inform health assessment and may be able to provide critical health information when full veterinary assessment is not possible.

Transcriptomic analysis is a robust tool to examine the molecular alterations that underlie toxic responses and disease and has been broadly applied in human and veterinary medicine [20, 21]. Alterations in gene expression can be extremely sensitive markers, often measurable earlier than many physical manifestations of disease or exposure. Transcriptional changes have been associated with diverse health and disease states including lung disease [22, 23] and adrenal dysfunction [24, 25] in humans and mice, cardiac disease in humans, dogs and fish [26–29], and reproductive failures in humans [30]. Blood plays a critical role in immunity and physiological homeostasis and, due to the recirculation of immune cells between the blood and lymphoid tissues or migration to sites of pathological insult, contains a broad range of transcripts. These transcripts can be indicative of pathological changes in other organs of the body or systemic exposures and have been successfully applied in humans and other companion or economically relevant species [reviewed in 20, 21]. However, application in wildlife species has been more limited due in part to the logistical challenges in sample collection and limited molecular resources for many species. Nonetheless, blood gene expression profiles have been investigated in multiple marine mammals including the beluga whale (*Delphinapterus leucas*) [31], killer whale (*Orcinus orca*) [32], harbor porpoise (*Phocoena phocoena*) [33], Indo-Pacific humpback dolphin [34] and grey seal (*Halichoerus grypus*) [35] and associated with disease state and/or nutritional status in Steller (*Eumetopia jubatus*) and California (*Zalophus californianus*) sea lions [36, 37], polycyclic aromatic hydrocarbon (PAH) exposure in the sea otter (*Enhydra lutris*) [38], and stress response, polychlorinated biphenyl (PCB) exposure, sex, geography and seasonality in the common bottlenose dolphin [39–42].

Previous analyses of the skin transcriptome of dolphins living in significantly oiled areas of the nGoM did not identify overexpression of transcripts in classical detoxification pathways of oil (i.e., involving cytochrome P450s and the aryl hydrocarbon receptor) [43, 44]. Changes in cytoskeletal, immune, and oxidative transcripts were observed, but were strongly associated with seasonal differences, making it difficult to detect any potential correlation to oil exposure [43, 44]. However, these pathways have been associated with the molecular response to oil in other species [e.g., 26, 27, 45–47] and to other contaminants of emerging concern in bottlenose dolphins [48]. The substantial influence of the external environment (e.g., water/air temperature) on the skin transcriptome is not surprising and it is reasonable to assume that internal tissues (e.g., blood) would be less influenced because of physiological homeostasis. In fact, blood transcriptomes from managed-care dolphins have identified a broader suite of expressed transcripts with more limited seasonal effects [41], suggesting that gene expression profiling of blood may be a more powerful tool to assess the health impacts from exposure to oil. Morey et al. [41] also correlated gene expression in blood to standard hematological parameters allowing for interpretation of the molecular data in the broader scope of animal health.

The current study leverages the broad portfolio of health data accumulated from dolphin health assessments during 2013–2018 in areas that were heavily oiled following the DWH disaster, Barataria Bay, LA (BAR), and non-oiled waters of Sarasota Bay, FL (SAR) [49]. Both populations have been well studied, SAR for five decades and BAR for the 10 years following DWH [e.g., 9, 10, 13, 17, 18, 50–52]. Transcriptome profiles of blood were compared to concurrently collected biochemical and physiological measurements and observed disease states with the goal to identify additional pathways and molecular markers that may be further investigated and developed to assist researchers and wildlife veterinarians in assessing the health status of dolphins.

## Materials and methods

### Sample collection

Dolphin capture-release health assessments were conducted in and around the waters of Barataria Bay, LA during June 2013, June 2014, June and September 2017, and July 2018 and Sarasota Bay, FL during May 2014 and 2016 (Fig 1). Dolphin handling followed previously described protocols [13]. Briefly, a group of 1–4 dolphins was encircled by a seine net and safely restrained by experienced handlers for processing in the water and/or on board a vessel. Diagnostic sampling procedures for a suite of health measures have been described elsewhere [11, 18]. Blood for transcriptomic analyses was drawn from the periarterial venous rete accessed from the ventral aspect of the fluke and collected into a PAXGene blood RNA tube (Qiagen, Valencia, CA). The blood was mixed well and subjected to step-down freezing prior to cryogenic storage. Any BAR dolphins with observational life history established by photographic-identification as a neonate or young of year were assigned to pre- or post-DWH oil spill birth cohorts. The samples selected represented diversity in age class, birth cohort, sex, pregnancy status, reproductive outcome, and health panels as defined in [11] (Table 1 and S1 Table).

**Fig 1:**
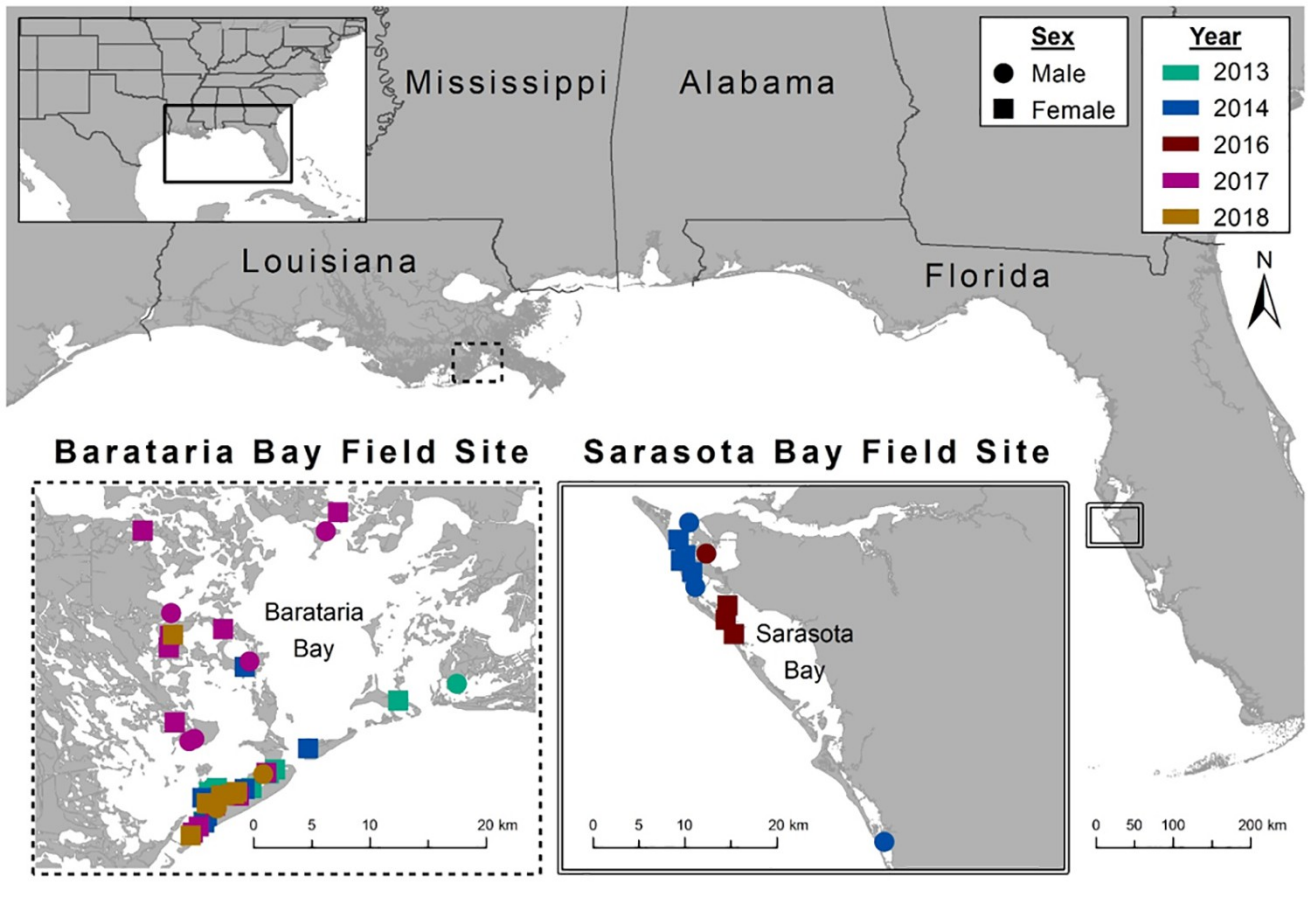
Capture-release health assessment locations for dolphins sampled for blood transcriptomic analysis. The image was created by the authors in ESRI’s ArcGIS 10.1, no copyrighted material was used.

**Table 1:** Samples analyzed by RNA-seq.

Field ID	Collection Date	Location	Length (cm)	Sex	Pregnant	Birth cohort
Y26	6/17/2013	BAR	196	Male		pre-spill
Y30	6/18/2013	BAR	192	Male		post-spill
Y41	6/18/2013	BAR	223	Female	Yes	pre-spill
Y43	6/18/2013	BAR	242	Female	No	pre-spill
Y45	6/19/2013	BAR	227	Female	No	pre-spill
Y47	6/21/2013	BAR	228	Female	No	pre-spill
Y49	6/21/2013	BAR	221	Female	No	pre-spill
Y57	6/23/2013	BAR	208	Female	No	pre-spill
Y44	6/25/2013	BAR	221	Male		pre-spill
Y06	6/26/2013	BAR	225	Male		pre-spill
Y63	6/26/2013	BAR	236	Female	Yes	pre-spill
Y65	6/27/2013	BAR	236	Female	Yes	pre-spill
Y50	6/10/2014	BAR	204	Male		post-spill
Y26	6/12/2014	BAR	202	Male		pre-spill
Y34	6/12/2014	BAR	215	Male		pre-spill
Y83	6/16/2014	BAR	243	Female	Yes	pre-spill
Y85	6/16/2014	BAR	230	Female	Yes	pre-spill
Y91	6/17/2014	BAR	243	Female	Yes	pre-spill
Y15	6/18/2014	BAR	210	Female	No	pre-spill
Y56	6/18/2014	BAR	275	Male		pre-spill
Y95	6/18/2014	BAR	238	Female	No	pre-spill
Y99	6/19/2014	BAR	259	Female	Yes	pre-spill
YA1	6/19/2014	BAR	251	Female	Yes	pre-spill
YA3	6/19/2014	BAR	241	Female	Yes	pre-spill
YK9	6/14/2017	BAR	214	Female	No	CBD
Y92	6/15/2017	BAR	231	Male		pre-spill
YN1	6/15/2017	BAR	186	Female	CBD^1^	post-spill
YN3	6/15/2017	BAR	193	Female	CBD	post-spill
Y94	6/16/2017	BAR	213	Male		post-spill
YN5	6/16/2017	BAR	214	Female	No	post-spill
YN9	6/17/2017	BAR	222	Female	Yes	pre-spill
YR1	6/17/2017	BAR	197	Female	CBD	post-spill
Y96	6/19/2017	BAR	185	Male		CBD
YR3	6/19/2017	BAR	234	Female	No	CBD
Y98	6/23/2017	BAR	256	Male		pre-spill
YR5	6/23/2017	BAR	197	Female	CBD	post-spill
YV5	9/18/2017	BAR	245	Female	No	pre-spill
Y19	9/19/2017	BAR	241	Female	Yes	pre-spill
YA2	9/19/2017	BAR	248	Male		pre-spill
YA3	9/19/2017	BAR	237	Female	Yes	pre-spill
YV7	9/19/2017	BAR	226	Female	No	pre-spill
YA6	9/20/2017	BAR	258	Male		pre-spill
YX1	9/20/2017	BAR	245	Female	No	pre-spill
YX3	9/20/2017	BAR	238	Female	No	pre-spill
Y99	9/21/2017	BAR	256	Female	Yes	pre-spill
YF0	9/21/2017	BAR	232	Male		pre-spill
YF4	9/21/2017	BAR	203	Male		post-spill
YX5	9/21/2017	BAR	245	Female	Yes	pre-spill
Y93	7/10/2018	BAR	235	Female	Yes	pre-spill
YF8	7/10/2018	BAR	258	Male		pre-spill
YX7	7/10/2018	BAR	250	Female	Yes	pre-spill
Y66	7/11/2018	BAR	220	Male		CBD
Y79	7/11/2018	BAR	232	Female	Yes	pre-spill
YJ2	7/12/2018	BAR	254	Male		pre-spill
YX9	7/12/2018	BAR	234	Female	Yes	CBD
YV7	7/13/2018	BAR	233	Female	Yes	pre-spill
YA6	7/16/2018	BAR	262	Male		pre-spill
YY3	7/16/2018	BAR	235	Female	No	pre-spill
YY9	7/19/2018	BAR	243	Female	Yes	pre-spill
YZ1	7/20/2018	BAR	259	Female	CBD	pre-spill
196	5/5/2014	SAR	269	Male		
268	5/5/2014	SAR	273	Male		
284	5/5/2014	SAR	211.5	Male		
276	5/6/2014	SAR	285	Male		
197	5/7/2014	SAR		Female	Yes	
133	5/8/2014	SAR	242	Female	No	
175	5/8/2014	SAR	249	Female	CBD	
249	5/9/2014	SAR	203	Female	No	
209	5/6/2016	SAR	236	Female	No	
255	5/6/2016	SAR	192	Female	CBD	
33	5/7/2016	SAR	258	Female	No	
292	5/9/2016	SAR	216	Male		
178	5/11/2016	SAR	272	Male		
188	5/11/2016	SAR	257	Male		
223	5/11/2016	SAR	251	Female	No	
294	5/11/2016	SAR	202	Male		

^1^CBD: Cannot be determined

### RNA extraction and sequencing

Whole blood RNA was extracted per manufacturer’s protocol using the PAXGene Blood RNA kit (Qiagen, Valencia, CA) with on-column DNase digestion. RNA was quantified with a NanoDrop 1000 (Thermo Fisher Scientific, Wilmington, DE) and Qubit (Invitrogen) and quality was assessed with a Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA). Only samples with an RNA Integrity Number ≥ 7 were sequenced. Total RNA from blood (n = 76) was sent to North Carolina State University’s Genomics Sciences Laboratory for library preparation using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina with NEBNext Multiplex Oligos for Illumina (New England BioLabs, Ipswich, MA). Sequencing was performed on an Illumina NovaSeq 6000, generating 150 base paired-end reads to a targeted depth of at least 50M reads per sample.

### Sequence processing

Sequence processing and analysis were carried out in CyVerse’s Discovery Environment using the high-performance computing applications [53, 54]. Trimmomatic [55] was used to groom raw sequences and quality was checked before and after grooming with FastQC [56] (HTProcess-prepare_directories-and-run_fastqc-0.1 and HTProcess_trimmomatic_0.33 apps; phred score > 20). Reads were mapped to the Tur_tru v1 genome (RefSeq accession GCF_001922835.1) with Tophat2 [57] using Bowtie2 [58] (HTProcess_Tophat-2.1.1 app). Cufflinks [59] generated FPKM (fragments per kilobase of transcript per million mapped reads) counts that were used for all additional analyses (HTProcess_Cufflinks-2.2.1 app). Due to their abundance in the blood transcriptome, hemoglobin sequences HBB, HBM, and HBZ were masked from the genome and excluded from further analyses.

### Expression analyses

Data were filtered prior to further analyses to establish sets of “expressed” transcripts including only transcripts with a mean FPKM ≥ 1 across all samples and FPKM > 0 in at least half of the samples. Principal component analysis (PCA) and weighted gene co-expression network analysis (WGCNA) were performed in RStudio v1.1.463 [60] running R v 3.5.2 [61]. PCA was conducted with the FactoMineR [62] and factoextra [63] packages and WGCNA [64] was used for network analysis. Differential expression analyses were conducted with Cuffdiff [59] in CyVerse’s Discovery Environment. Over-representation analysis (ORA) and pathway mapping of differentially expressed gene sets or modules of co-expressed genes, compared to their respective background gene set, was completed in WebGestalt using annotated gene symbols [65]. Statistical significance from Cuffdiff and WebGestalt required a Benjamini and Hochberg adjusted p-value ≤ 0.05. All analyses used data mapped to the gene level of annotation.

## Results and discussion

### Dolphin blood transcriptome

Blood transcriptomes from 76 samples (60 from BAR and 16 from SAR) collected from 71 unique animals during 2013–2018 were analyzed (Table 1, S1 Table, and Fig 1). 

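Blood drawn during health assessments holds red cells, platelets and every class of white cell, so each transcriptome is a mixture of these cells. The Barataria Bay (BAR) samples comprise 12 each from June 2013, June 2014, June 2017, September 2017 and July 2018. The Sarasota Bay (SAR) samples comprise 8 from May 2014 and 8 from May 2016. Site therefore cannot be separated from season, and both sites were sampled in one year only in 2014. BAR had 40 samples of females and 20 of males, SAR had 8 of each, and 5 BAR animals contributed 2 samples each. The authors aligned reads to Tur_tru v1 with TopHat2 and computed one FPKM value per locus with Cufflinks, after masking the hemoglobin transcripts HBB, HBM and HBZ. FPKM express a gene relative to its whole library, so a few very abundant transcripts lower the values of all others. The 10 most abundant loci held a median of 18.5% of the summed FPKM in BAR and 25.5% in SAR. Depth relative to the median library, estimated from the smallest FPKM steps, ranged from 0.655 to 1.47. Differential expression was tested here with limma on log2(FPKM + 1) and Benjamini-Hochberg adjustment, since Cuffdiff needs the reads. The values were used as deposited, without rescaling between libraries. The median gene was then 0.39 log2 units higher in BAR than in SAR (0.67 in 2014 alone), and 0.01 after each library was divided by its median ratio to the other libraries. Scaled values are therefore given beside counts and most list scores of the sites, and single genes are as deposited unless a scaling is named. The gene table names loci by position only, and 3143 of the 11485 expressed loci (27.4%) could be named from locus and symbol pairs in the supplementary tables of the study. Named loci are thus mostly those that the study itself placed in modules or lists from these samples, so counts over named genes are not independent evidence.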

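The most abundant transcripts of dolphin blood include those of enzymes of heme and redox metabolism and of lysozyme. Among the 10 loci with the highest mean FPKM, chosen after their values were seen, 9 had a symbol. ALAS2, which encodes the first enzyme of red cell heme synthesis, had 18388 ± 10174 FPKM in BAR (SD, n = 60) and 28805 ± 9657 in SAR (SD, n = 16). TPT1 had 17360 ± 5978 FPKM in BAR and 26039 ± 7661 in SAR, and GPX1 had 16433 ± 4901 and 23443 ± 10019. LYZ, the lysozyme gene of granulocytes and monocytes, was the only one of the 9 with a higher mean in BAR, at 12583 ± 4787 FPKM against 8615 ± 3366 in SAR. A mean FPKM of at least 1 and an FPKM above 0 in at least 38 of the 76 samples was met by 11485 of 24094 loci (47.7%). Between 13796 and 17629 loci had an FPKM above 0 in a single sample.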

After filtering of the comprehensive dataset (mean FPKM ≥ 1 and FPKM > 0 in at least 38 samples), we defined 11,599 genes as “expressed” in our blood transcriptome, representing 48% of genes in the Tur_tru v1 genome assembly. PCA did not reveal a distinct separation of samples based on gene expression (Fig 2). It is unlikely that sex-specific gene expression would confound analysis and interpretation as only 22 genes (0.19%) exhibited differential expression between males and females. 

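With log2(FPKM + 1) of the 11485 expressed loci scaled to unit variance, the first principal component held 32.0% of the variance and the second 7.58%. Without the log step the shares were 29.1% and 7.91%. Samples from BAR and SAR overlapped on the first component, where SAR ranged from -2.70 to 0.78 and BAR from -3.00 to 1.75 (in SD of all samples). The lower BAR limit was 1 library of 2018, which had the lowest summed FPKM (425816). The next lowest BAR sample was at -0.84, above most SAR samples. That library was the only 1 of the 60 BAR samples beyond the mean of the SAR samples. Only 1 of the 16 SAR samples lay beyond the mean of the BAR samples. On the second component the mean difference between the sites was 0.01 SD (permutation test, p = 0.96).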

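Few genes separated the sexes once libraries were scaled, and those that did were mostly higher in females. DDX3X, an RNA helicase gene on the X chromosome of many mammals, had 159 ± 38.8 FPKM in females (SD, n = 48) and 114 ± 28.3 in males (SD, n = 28). DDX3X thus differed by 0.48 on the log2 scale (standard error 0.09, adjusted p = 0.00086, limma). CHST14, a sulfotransferase gene, had 7.53 ± 2.78 FPKM in females and 4.78 ± 1.65 in males (adjusted p = 0.0054). Both genes were chosen after their values were seen. As deposited, 781 genes differed between the sexes, 777 of them higher in females, and 4099 had an unadjusted p under 0.05. That fit has no term for site, and 40 of 48 samples of females but 20 of 28 of males came from BAR, so sex and the shift between the sites are not separated in this count. Within BAR alone, 88.8% of genes were still higher in females (median log2 difference 0.16), against 90.4% (0.19) over all samples. Site alone therefore does not account for the shift toward females. With median-ratio scaling 16 genes differed (15 higher in females), and with quantile normalization 17 (16 higher). No gene differed between the sites in its sex effect (limma interaction, 336 genes at an unadjusted p under 0.05).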

WGCNA identified nine modules of co-expressed genes, including 4,153 genes (36%), many of which were correlated to health parameters measured during health assessments (Fig 3, S2 Table).

**Fig 2:**
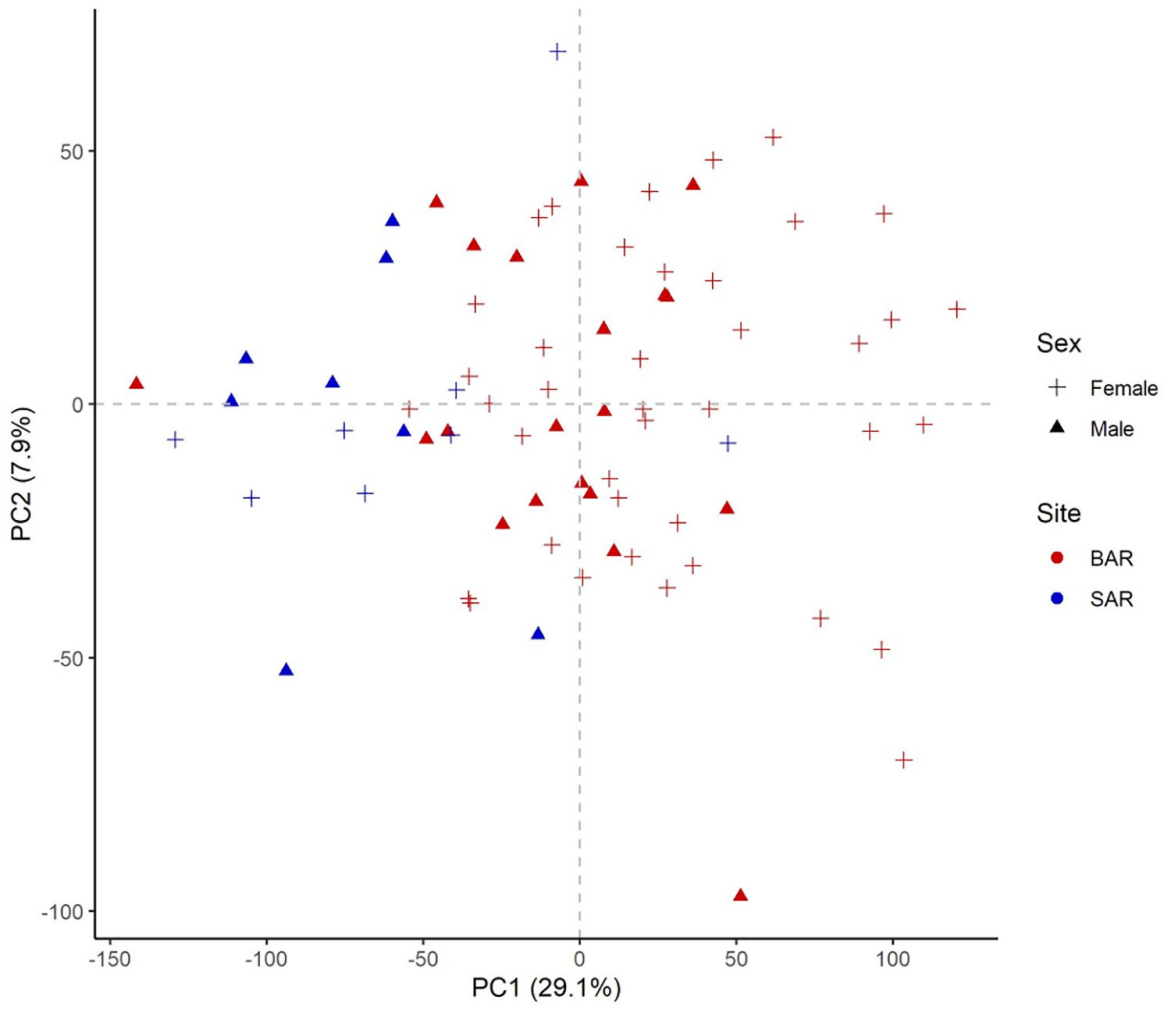
Principal component analysis with 11,599 expressed genes identified in the blood transcriptome of dolphins from Barataria Bay, LA (BAR) and Sarasota Bay, FL (SAR). Principal component 1 accounted for 29.1% of variability and PC2 for an additional 7.9%.

**Fig 3:**
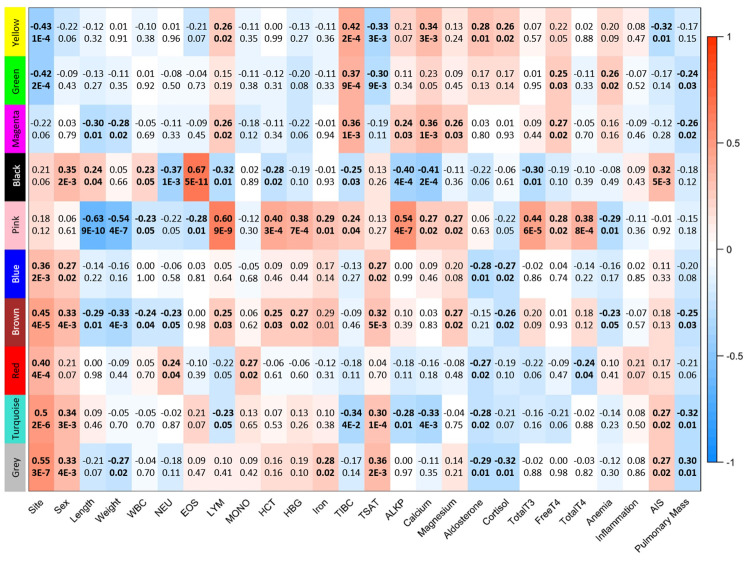
WGCNA module-trait relationships from analysis of 76 dolphin blood transcriptomes from Barataria Bay, LA and Sarasota Bay, FL. Nine modules of co-expressed genes were identified; the grey module contains all genes that were not assigned to any co-expression module. For selected traits, correlation coefficients and associated p-values are shown, significant correlations are bolded. WBC: white blood cells, NEU: % neutrophils, EOS: % eosinophils, LYM: % lymphocytes, MONO: % monocytes, HCT: hematocrit, HBG: hemoglobin, TIBC: total iron binding capacity, TSTAT: saturation of transferrin, TotalT3: total triiodothyronine, TotalT4: total thyroxine, AIS: alveolar-interstitial syndrome.

### Variation between BAR and SAR transcriptional profiles

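The shift between the sites ran through most of the transcriptome rather than through a few pathways. Of the expressed genes, 92.3% had a higher mean log2(FPKM + 1) in BAR than in SAR. With median-ratio scaling this share was 53.3%, and with quantile normalization 57.3%. The complement lies in the most abundant transcripts. The 1000 most abundant loci held 79.1 ± 2.81% of the summed FPKM in BAR (SD, n = 60) and 84.2 ± 3.50% in SAR (SD, n = 16). All other loci thus shared 20.9% in BAR and 15.8% in SAR, a log2 ratio of 0.40. The 83 loci of cytosolic ribosomal proteins held 18.3 ± 3.49% in BAR and 23.2 ± 3.97% in SAR. The 27 named loci of heme synthesis and red cells, ALAS2 and BLVRB among them, held 3.22 ± 1.55% in BAR and 4.80 ± 1.141% in SAR (permutation test, p = 0.00027). The ribosomal share and the share of the 1000 most abundant loci each differed at p = 1e-05 (permutation test), the smallest that 100000 resamples can give. The mean difference on the first principal component was 1.45 SD (permutation test, p = 1e-05), and 0.44 SD (p = 0.12) with median-ratio scaling. That scaled component analysis and the abundance shares were chosen after seeing the data.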

The PCA showed a shift in expression profiles between BAR and SAR on PC1 (Fig 2), with the majority of transcripts more highly expressed in BAR. However, only 154 genes (1.3%) exhibited differential expression between BAR and SAR of which the majority (90%) were more highly expressed in SAR (S3 Table). This differential expression is substantially less than previously reported for dolphin skin transcriptomes (23.5%), but in addition to the difference in tissue, the Neely et al. study encompassed a greater geographic region, comparing animals in the nGoM with dolphins from the southeastern US (SE US) Atlantic [43]. 

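Red cell genes and ribosomal protein genes were lower and interferon-induced genes higher in BAR than in SAR, with each of 3 scalings. The largest decreases included UCHL1 (log2 difference -1.57, standard error 0.27, adjusted p = 1.2e-05), with 47.08 ± 32.7 FPKM in BAR (SD, n = 60) and 119 ± 50.6 in SAR (SD, n = 16). FAM178B had a difference of -1.18 and lay above the SAR mean in 2 of 60 BAR samples, and DMTN, which encodes a red cell membrane skeleton protein, had a difference of -1.21 (9 of 60). Among genes past the threshold with a descriptive symbol, DMBT1 had the most negative difference, at -1.72 (standard error 0.45, adjusted p = 0.00095). KCTD12 had a difference of 1.196 (standard error 0.21, adjusted p = 1.3e-05, 57 of 60 BAR samples above the SAR mean) and ERAP2 one of 0.80. UCHL1, FAM178B, DMTN, DMBT1 and KCTD12 also passed, in the same direction, with median-ratio scaling and with quantile normalization. TRAPPC4 had the most positive difference of these genes, at 2.05, but its locus overlaps RPS25 on the same scaffold, so its value is uncertain. As deposited, limma called 8379 genes, 8087 higher and 292 lower in BAR. With median-ratio scaling it called 900 genes, 251 higher and 649 lower, so the balance of directions reversed. Quantile normalization gave 827 genes, 359 higher and 468 lower. Of the 418 named loci lower in BAR after median-ratio scaling, 237 were also lower as deposited, and all 50 named loci that were then higher were higher as deposited. Among lists of cell types and pathways, T cell genes had a score of 4.96 ± 0.41 in BAR and 4.43 ± 0.54 in SAR (difference 0.54, adjusted p = 0.00027, 51 of 60 BAR samples above the SAR mean, permutation test). TRAT1, at 0.70, and CD8B, at 0.61, had the largest differences of the 6 T cell genes. With median-ratio scaling the T cell difference was 0.11 (adjusted p = 0.44). As lists, monocyte genes such as CCR2 differed by 0.38 (adjusted p = 0.022), neutrophil genes such as CXCR2 by 0.32 (0.033) and eosinophil and basophil genes by 0.36 (0.033). These 3 list scores reversed in sign with median-ratio scaling. GATA2, of the eosinophil and basophil list, differed by 0.77 and stayed positive with median-ratio scaling and quantile normalization (0.37 each), passing with neither. Proteasome genes such as PSMB9 differed as a list by 0.43 (0.00048) and actin and myosin genes by 0.37 (0.00035). Both of these list scores also reversed with median-ratio scaling.

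**Figure D1:**
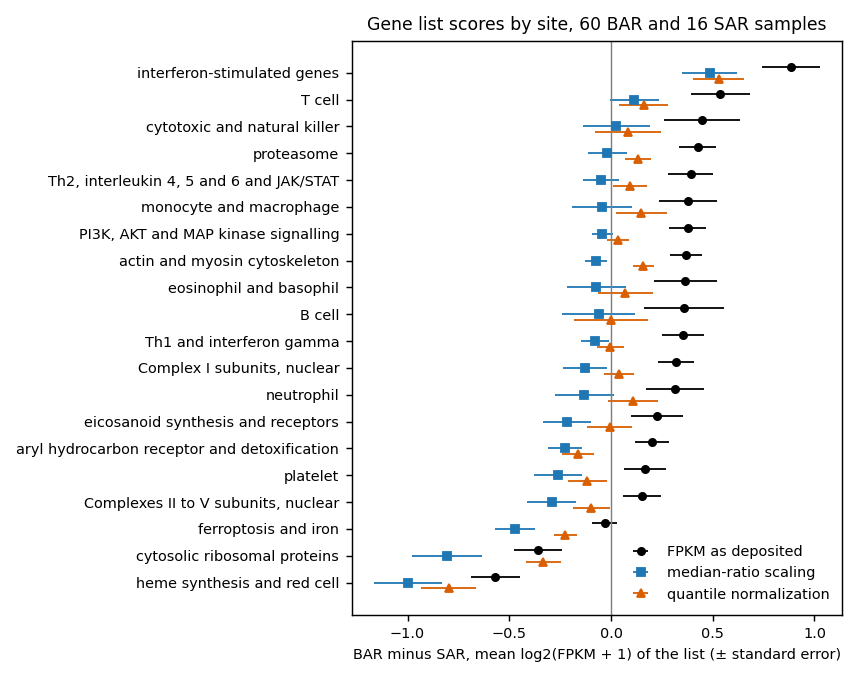
Difference of each gene list score, BAR minus SAR, in log2 units on the horizontal axis, for 60 BAR and 16 SAR samples, with one list per line and bars giving the standard error. Black circles are FPKM as deposited, blue squares median-ratio scaling and orange triangles quantile normalization. The interferon-stimulated list stays above 0 (0.88, 0.48 and 0.53) and the ribosomal (-0.36, -0.81 and -0.33) and red cell (-0.57, -0.997 and -0.80) lists stay below 0 in all 3.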

WGCNA further demonstrated the influence of location on blood gene expression with 6 of 9 co-expressed gene modules exhibiting correlation to site (Fig 3). The brown (247 genes, r = 0.45, p = 3.72e-5) and blue (423 genes, r = 0.36, p = 1.64e-3) modules consist of genes generally expressed at higher levels in BAR. 

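Genes of the brown and blue modules moved with the library-wide shift toward BAR. The first principal component of the 247 brown loci correlated with site (BAR high) at r = 0.50 (p = 1e-05, rho = 0.46, adjusted p = 0.00012 over 12 relations, r = 0.51 without the 2 farthest samples). The 423 blue loci gave r = 0.39 (p = 0.00052, rho = 0.37, adjusted p = 0.0018), all by permutation test over 76 samples. Of the brown loci 239 were higher in BAR and none was lower in limma, and of the blue loci 340 were higher and none was lower. Median-ratio scaling left 4 brown loci higher and 9 blue loci lower, with r = 0.09 (adjusted p = 0.60) and r = -0.07 (0.62). The median log2 difference was 0.45 for brown and 0.38 for blue genes as deposited, against 0.39 for all expressed genes. Nuclear genes of respiratory Complexes II to V had a score difference of 0.15 (adjusted p = 0.11, 43 of 60 BAR samples above the SAR mean). SDHA (0.49) and ATP5A1 (0.38) were higher in BAR, and UQCRH was lower (-0.42, adjusted p = 0.010). The list reversed to -0.29 (adjusted p = 0.0069) with median-ratio scaling. The modules were defined by the authors on these samples, so their relation to site is not independent evidence.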

Pathways and GO terms associated with oxidative phosphorylation (OXPHO) and/or the mitochondria dominated the results for the blue module. The other four modules mapped with similarities to observations among the much smaller set of differentially expressed genes as discussed below.

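Transcripts of cytosolic ribosomal proteins were lower in BAR blood than in SAR blood in every scaling used. Their mean log2(FPKM + 1) was 9.88 ± 0.43 in BAR (SD, n = 60) and 10.24 ± 0.42 in SAR (SD, n = 16), a difference of -0.36 (permutation test, adjusted p = 0.0068, 13 of 60 BAR samples above the SAR mean). Relative to the median of all genes the difference was -0.75. Of 83 loci for 72 ribosomal protein genes, 51 were lower in BAR and none was higher in limma (49 lower when adjusted over the list alone). RPS25, which overlaps TRAPPC4, differed by -0.71 (standard error 0.19), and the 2 loci of RPL12 by -0.63 and -0.65. RPL3, RPL19 and RPSA were among the genes that did not pass the test. With median-ratio scaling 78 loci were lower, and with quantile normalization 30 were lower (48 when adjusted over the list alone), and none was higher in either. Ribosomal protein genes have many near-identical copies, so reads may be divided among loci.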

The majority of annotated genes differentially expressed between sites were ribosomal-associated genes, resulting in over-representation of pathways and GO terms associated with ribosomes and translation. This trend was also observed in WGCNA analyses where the green module exhibited elevated transcript expression in SAR (86 genes, r = -0.42, p = 1.61e-4) and was primarily comprised of genes associated with the ribosome and translation (Fig 3). It is interesting to note that a previous study of skin transcriptomes of male dolphins from the nGoM, including BAR but not SAR, and the SE US Atlantic coast identified increased expression of ribosomal-associated transcripts in nGoM animals, relative to the SE US coast [43]. 

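The 92 green loci, which carry 86 symbols, followed the ribosomal protein genes in direction. Of these loci 66 were lower in BAR and none was higher in limma, and all 92 had a negative log2 difference, with a median of -0.43. The first principal component of the module correlated with site at r = -0.36 (permutation test, p = 0.0017, rho = -0.36, adjusted p = 0.0041, n = 76). With median-ratio scaling r was -0.56 (adjusted p = 0.00012) and 90 loci were lower. With quantile normalization r was -0.42 (adjusted p = 0.0014) and 50 were lower. The module was scored because its number of symbols equals the size in the text, a choice made after seeing the data.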

Transcriptional regulation of ribosomal genes is a crucial but complex process in mammals and the underlying cause of this differential expression cannot be adequately addressed by these studies; however, down-regulation has been associated with oil exposure in fish [27]. The observed disparities in ribosomal transcript expression between BAR and SAR could be attributed to anything from basic physiological differences in growth rates or nutritional status to nucleolar stress to epigenetic modifications induced by PAHs or a host of other stressors.

The yellow module (153 genes, r = -0.43, p = 1.26e-4) also consists of genes that were more highly expressed in SAR (Fig 3). This module is enriched in genes mapping to ferroptosis and heme biosynthesis pathways and GO terms including iron ion binding, metal ion homeostasis, and oxidoreductase activity. 

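Genes of heme synthesis and the red cell membrane were lower in BAR, whereas genes of ferroptosis and iron handling went both ways. The yellow module is not scored here because the copy of its table at hand is incomplete, so named members of fixed lists were used. The 27 named heme and red cell genes had a score of 6.10 ± 0.63 in BAR (SD, n = 60) and 6.66 ± 0.35 in SAR (SD, n = 16), a difference of -0.57 (permutation test, adjusted p = 0.0023, 13 of 60 BAR samples above the SAR mean). Of these genes 18 were lower in BAR and CPOX, at 0.51, was higher. TRIM58, a ubiquitin ligase gene of maturing red cells, differed by -1.02 (standard error 0.25, adjusted p = 0.00042). AHSP, whose product binds free alpha globin, differed by -0.97 (standard error 0.25, adjusted p = 0.00091). ALAS2 differed by -0.84 (standard error 0.24, adjusted p = 0.0021) and GYPC by -0.93, with 2 of 60 BAR samples above the SAR mean. With median-ratio scaling 23 genes of this list were lower and none was higher, and with quantile normalization 19 were lower. The ferroptosis list did not differ as deposited (difference -0.03, adjusted p = 0.64), with 4 genes higher and 5 lower. VDAC3 (-0.76), the transferrin receptor TFRC (-0.60) and the ferritin gene FTH1 (-0.55) were lower, and ATG5 (0.55), ACSL4 (0.49) and LPCAT3 (0.45) were higher. This list fell by 0.47 (adjusted p = 6.7e-05) with median-ratio scaling, in which 7 genes were lower, and by 0.22 (0.0039) with quantile normalization.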

Correspondingly, gene expression in this module was also positively correlated to TIBC (r = 0.42, p = 1.82e-4) and negatively correlated to saturation of transferrin (r = 0.33, p = 3.23e-3) serum measurements. Alterations in expression of these genes could be associated with the reduction of oxygen transport due to oil exposure, an observation well documented in fish and tied to reduction in β-hemoglobin transcripts that persist even in the absence of oil [45 and references therein]. β-hemoglobin transcripts were masked from this analysis, but data from unmasked sequence alignments indicates that it was down-regulated approximately 1.6 fold in BAR (FPKM_SAR_ = 1,314,283; FPKM_BAR_ = 917,973). Thus, it is possible that oil-induced reductions in oxygen transport are observed in BAR dolphins, either due to chronic, low-level PAH exposure or associated with compromised health still observed years after the DWH spill [18, 19].

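Antiviral genes induced by interferon were higher in BAR blood as a list in each of 3 scalings, although many single genes passed only as deposited. OAS1, an RNA-sensing enzyme gene on scaffold NW_017844293.1 of Tur_tru v1 from 8691563 to 8694227, had 14.1 ± 14.8 FPKM in BAR (SD, n = 60) and 2.58 ± 2.02 in SAR (SD, n = 16). The log2 difference of OAS1 was 1.79 (standard error 0.34, adjusted p = 2.9e-05, limma), with 53 of 60 BAR samples above the SAR mean. OASL differed by 1.02 (standard error 0.21, adjusted p = 8.7e-05) and DTX3L by 1.27 (standard error 0.24, adjusted p = 2.4e-05), each with 57 of 60. RSAD2, the gene of the antiviral enzyme viperin, varied widely, with 9.23 ± 24.7 FPKM in BAR and 2.22 ± 1.21 in SAR (difference 0.88, adjusted p = 0.0080, 48 of 60), and did not pass with median-ratio scaling (0.55, adjusted p = 0.29) or quantile normalization (0.50, 0.35). OAS1 (1.47 and 1.41), OASL and DTX3L passed with both. All 19 named interferon-stimulated loci were higher in BAR. Their score was 4.74 ± 0.66 in BAR and 3.86 ± 0.46 in SAR, a difference of 0.88 (permutation test, adjusted p = 0.00027, 56 of 60), or 0.49 above the median of all genes. The difference was 0.48 (adjusted p = 0.013) with median-ratio scaling, in which 6 loci passed (14 when adjusted over the list alone), and 0.53 (0.0069) with quantile normalization, in which 7 passed (16). The study lists 16 genes from these same samples as higher in BAR. Of these, 15 were higher here, ERAP2, CMTM3, PREB and MAK16 among them, and 9 of the 15 passed with median-ratio scaling. The last of the 16, a LOC gene without a descriptive symbol, had a log2 difference of -1.93 (adjusted p = 0.26, limma).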

There was indication of increased immune activity in BAR with 9 of the 16 genes more highly expressed in BAR involved in anti-viral or other immune responses. This was further supported by over-representation of immune response genes identified in the red (86 genes, r = 0.40, p = 3.42e-4) and turquoise (2948 genes, r = 0.5, p = 1.78e-6) modules of co-expressed genes. 

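GBP6 and GBP4, genes of guanylate-binding proteins, were higher in BAR as deposited and did not pass once libraries were scaled. GBP6 differed by 1.04 (adjusted p = 0.0018, 51 of 60 BAR samples above the SAR mean), or 0.64 (0.16) with median-ratio scaling and 0.65 (0.13) with quantile normalization. For GBP4 these values were 1.00 (0.00036, 53 of 60), 0.63 (0.066) and 0.61 (0.073). PARP14 differed by 1.02 (standard error 0.22, adjusted p = 0.00013, 54 of 60) and passed with both scalings (0.64 and 0.62, adjusted p = 0.034 and 0.040). CCL2, a gene of a chemokine that attracts monocytes, differed by 1.1002 (standard error 0.33, adjusted p = 0.0030) and did not pass with either scaling (0.66 and 0.76, adjusted p = 0.25 and 0.16). Of the 88 red loci, 84 were higher in BAR and none was lower, with a median log2 difference of 0.58. The first principal component of the module correlated with site at r = 0.48 (permutation test, p = 2e-05, rho = 0.50, adjusted p = 0.00012, r = 0.53 without the 2 farthest samples, n = 76). With median-ratio scaling r was 0.17 (adjusted p = 0.20) and 5 loci were higher, and with quantile normalization r was 0.34 (0.013) and 21 were higher. The turquoise module was not scored here because its table is incomplete in the copy at hand. From the genes higher in BAR and these modules, the paper proposes that immune activity was increased in BAR dolphins.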

Similar to the differential expression results, the genes in these modules were found to be more highly expressed in animals from BAR, compared to SAR, and expression profiles were more highly correlated to site than other common immune indicators including WBC differentials (Fig 3). Down-regulation of immune transcripts in response to oil, in contrast to up-regulation observed in BAR dolphins, has been reported for several fish species; however, extended oil exposure shifted trends to up-regulation [46]. Further, the up-regulation of immune transcripts observed in BAR may correspond to an increase in T lymphocyte proliferation observed in BAR dolphins sampled in 2011 [17] and thereafter [19], compared to SAR. The BAR samples included in this study were collected 3+ years following the DWH spill, but it is possible that the up-regulation of immune transcripts may be associated with chronic exposure from DWH oil (e.g., sustained surface slicks, buried oil) or continuing oil industry in BAR.

Evidence of a Th1 response indicative of a reaction to intracellular pathogens was largely absent as transcripts with homology to interferon-γ (IFNG) or its receptor were not expressed in blood transcriptomes of this study. This may be correlated with observations of reduced serum Th1 cytokines, Il-2, IL-12, and INFG, in BAR dolphins sampled in 2011–2018, relative to SAR [17, 19]. 

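A subunit of the interferon gamma receptor was expressed in the blood of both sites. IFNGR2, on scaffold NW_017844625.1 from 10423258 to 10454209, had 132 ± 37.0 FPKM in BAR (SD, n = 60) and 102 ± 24.8 in SAR (SD, n = 16). Its log2 difference was 0.35 (standard error 0.11, adjusted p = 0.0044, limma), with 50 of 60 BAR samples above the SAR mean, and -0.10 (adjusted p = 0.57) with median-ratio scaling. No locus could be named for IFNG or IFNGR1. The 7 named genes of the Th1 list had a score of 5.44 ± 0.39 in BAR and 5.09 ± 0.36 in SAR, a difference of 0.35 (permutation test, adjusted p = 0.0042, 49 of 60). CXCR3 and TBX21, both at 0.56, were the members with the largest differences, and 5 of the 7 were higher. The list difference was -0.08 (adjusted p = 0.47) with median-ratio scaling, and no member passed.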

Interestingly, the red module did show over-representation of genes mapping to the *Type II Interferon Signaling (IFNG)* WikiPathway (p = 8.14e-7). However, closer examination revealed that the genes involved are well downstream of the IFNG/IFNGR complex and many are more broadly involved in cytokine responses via JAK/STAT signaling, with some also mapping to IL-4 and IL-6 signaling pathways. This supports evidence of an elevated Th2 gene expression response in BAR, with over-representation of upregulated transcripts in the turquoise module involved in *IL-4 Signaling* (p = 5.96e-5), *IL-5 Signaling* (p = 6.68e-4) and *IL-6 Signaling* (p = 9.10e-5) WikiPathways, largely among components of JAK/STAT signaling. 

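Receptors and kinases of the interleukin 4, 5 and 6 pathways were higher in BAR as deposited, by about as much as the median gene. JAK2 differed by 0.53 (standard error 0.12, adjusted p = 0.00021, 53 of 60 BAR samples above the SAR mean). CSF2RB, the shared beta chain of the interleukin 3 and 5 receptors, had 618 ± 196 FPKM in BAR (SD, n = 60) and 456 ± 187 in SAR (SD, n = 16), with an adjusted p of 0.0019. SOCS1 (0.44), IL13RA1 (0.43), LYN (0.42), IL6R (0.34) and IL4R (0.27) also passed, and IL5RA (0.33, adjusted p = 0.10) did not. Of the 10 named genes 9 were higher in BAR and none was lower. Their score was 6.51 ± 0.36 in BAR and 6.12 ± 0.40 in SAR, a difference of 0.39 (permutation test, adjusted p = 0.00097, 54 of 60). With median-ratio scaling the difference was -0.05 (adjusted p = 0.70) and no gene passed, and with quantile normalization it was 0.09 (0.38) and 1 passed. No locus could be named for IL4, IL5 or IL6, nor for STAT3 or STAT6.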

The molecular-based immune response described here is likely reflected in standard hematology panels, as the red module correlated with increasing neutrophil differentials (r = 0.24, p = 0.04) and the turquoise module with decreasing lymphocyte differentials (r = -0.23, p = 0.05, Fig 3).

Additionally, IL-4 like cytokine-cytokine receptor interactions and IL-17E, also known as IL-25, signaling were well represented in the turquoise module when mapped to KEGG pathways. IL-25 is known to regulate the Th2 response against helminthic parasites [66], a prevalent intestinal fauna in *T*. *truncatus* [67]. 

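IL10RB, the shared receptor chain for interleukin 10 and related cytokines, is the only gene of the interleukin 10 pathway that could be named in these data. It lies on scaffold NW_017844625.1 from 10568372 to 10589942. Its expression was 53.4 ± 15.4 FPKM in BAR (SD, n = 60) and 42.2 ± 15.8 in SAR (SD, n = 16). The log2 difference was 0.36 (standard error 0.12, adjusted p = 0.0077, limma), with 48 of 60 BAR samples above the SAR mean. It was -0.08 (adjusted p = 0.74) with median-ratio scaling and 0.01 with quantile normalization.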

Transcripts for IL-10 were expressed 2 fold higher in BAR than in SAR and increased transcript expression was also observed for IL-10 receptors. Interestingly, serum concentrations of IL-10A were lower in BAR dolphins than in SAR [19]; however it is important to note that the relationship between transcript and protein expression is highly complex. Overall, gene expression profiles are similar to increases in serum Th2 cytokines in BAR dolphins, relative to SAR, that have been identified post-DWH (2011–2018) and support findings that BAR mononuclear cells were more responsive to Th2 stimulation than were SAR dolphin cells [17, 19]. The alterations in Th2 transcript profiles between BAR and SAR dolphins may be influenced by oil exposure, as *in vitro* exposure of SAR dolphin mononuclear cells exhibited increased responsiveness to Th2 stimulation [19].

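Of 28 genes listed for interleukin 17 signaling, TRAF2 and IKBKG could be named. Both act downstream of many receptors besides that of interleukin 17. TRAF2 was higher in BAR by 0.36 (standard error 0.11, adjusted p = 0.0037, 51 of 60 BAR samples above the SAR mean, limma) and IKBKG by 0.28 (standard error 0.10, adjusted p = 0.016, 46 of 60). Neither passed with median-ratio scaling or quantile normalization.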

Evidence of a Th17 response is also observed in the turquoise module with TGFβ influenced Th17 differentiation well mapped in C*ytokine-Cytokine Receptor Interactions*, *Th17 Cell Differentiation* and *IL-17 Signaling* KEGG pathways and *IL-17 Signaling* (p = 1.84e-3) WikiPathway. In particular, IL-17A and IL-17F signaling, with roles in acute and chronic inflammatory responses, are well represented. While inflammation is well documented among the BAR dolphin population [11, 18], no significant correlation between inflammation and the turquoise WGCNA module was observed (Fig 3). However, the red module, which contains up-regulated genes mapping to GO biological process terms including *Response to Type I Interferon* (p = 2.44e-11), *Regulation of Response to Cytokine Stimulus* (p = 6.8e-6), and *STAT Cascade* (p = 4.9e-4), is correlated with increasing monocyte differentials (r = 0.27, p = 0.02) and inflammation (r = 0.21, p = 0.07, Fig 3). 

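The red module, with the interferon-induced genes OAS2, RTP4 and PARP9, did not track the inflammation finding clearly. Its first principal component correlated with inflammation at r = 0.18 (permutation test, p = 0.13, rho = 0.15, adjusted p = 0.17, n = 75), and at r = 0.10 without the 2 farthest samples. With median-ratio scaling r was 0.22 (adjusted p = 0.11). Within BAR, the 12 samples with inflammation had an interferon-stimulated score of 5.01 ± 0.88 (SD) and the other 48 one of 4.68 ± 0.58. The difference of 0.33 did not pass (permutation test, adjusted p = 0.31 over 20 lists, 8 of 12 samples above the mean of the others). Monocyte genes differed by 0.31 (adjusted p = 0.23, 7 of 12) and T cell genes by -0.28 (adjusted p = 0.23, 4 of 12). No list passed as deposited.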

TGFβ is also important in the regulation and function of regulatory T (Treg) cells, which were more abundant in circulation in BAR than SAR dolphins in the absence of increased Treg cytokines, suggesting some dysregulation of Treg cells [19].

The cardiotoxic effects of oil have been well documented in several species including fish, birds, and humans [e.g., 26, 68, 69]. Echocardiography is difficult in living cetaceans, although it has been successfully applied in both wild and managed-care dolphins [70], therefore additional markers of cardiovascular status would be useful for health assessment. The turquoise WGCNA module resulted in over-representation of genes mapping to WikiPathways *Hypothesized Pathways in Pathogenesis of Cardiovascular Disease* (p = 0.04) and *Cardiac Hypertrophic Response* (p = 6.61e-4) and was correlated with decreasing serum calcium concentrations (r = -0.33, p = 3.52e-3, Fig 3). 

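TGFB1, the gene of the cytokine TGF-beta 1, and SMAD3, a transcription factor activated by its receptor, were the 2 genes of the TGF-beta complex list that could be named. TGFB1 lies on scaffold NW_017843033.1 from 256917 to 264560 and had 54.5 ± 17.9 FPKM in BAR (SD, n = 60) and 42.5 ± 16.3 in SAR (SD, n = 16). Its log2 difference was 0.36 (standard error 0.13, adjusted p = 0.014, limma), with 49 of 60 BAR samples above the SAR mean, and -0.08 (adjusted p = 0.72) with median-ratio scaling. SMAD3, on scaffold NW_017842395.1 from 12998208 to 13031415, had 9.64 ± 3.10 FPKM in BAR and 7.01 ± 4.08 in SAR. It differed by 0.51 (standard error 0.14, adjusted p = 0.0016, 53 of 60) and did not pass with either scaling. No locus could be named for TGFBR1 or TGFBR2.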

All components of the transforming growth factor beta complex are upregulated in BAR, which, once activated, plays a role in development of cardiovascular disease, regulating endocardial and epicardial epithelial-to-mesenchymal transition, neural crest migration, extracellular matrix remodeling, cell differentiation and development, and maintenance of cardiovascular structure and function via canonical and non-canonical pathways [reviewed in 29]. The correlation of this module to calcium is of note as dysregulation of calcium signaling has been shown to play a role in oil- and/or dispersant-associated cardiac effects [e.g., 71]. Several genes were proposed as molecular markers of oil-induced cardiotoxicity in fish, and while the piscine suite of genes does not overlap with those annotated in the pathways discussed here, cytoskeletal and contractile functions dominate, indicating similar endpoints for cardiotoxicity in both fish and dolphins [26]. Identification of molecular markers of cardiovascular disease in the dolphin blood transcriptome may, with further research, lead to development of sensitive indicators of cardiac abnormalities that can further inform health assessment in the absence of echocardiography.

Over-representation of the KEGG pathways *Non-Small Cell Lung Cancer* (p = 4.25e-4) and *Small Cell Lung Cancer* (p = 4.38e-3) was observed in the turquoise WGNA module and was positively correlated with alveolar-interstitial syndrome (AIS, r = 0.27, p = 0.02, Fig 3). Lung cancer has not been reported in BAR dolphins, but lung disease and worsening AIS has been reported [11, 18]. It is likely that the aforementioned KEGG pathways function more generally in lung disease through their roles in cell cycle, proliferation, and apoptotic control. In fact, the over-expression of genes in cancer pathways, more so than inflammatory or immune pathways, has been linked to chronic fibrosing idiopathic interstitial pneumonia in humans [72]. The genes mapped in the KEGG pathway are primarily involved in PIK3/AKT, MAPK, Erb, or RAS signaling. There is significant crosstalk between these pathways, ultimately leading to uncontrolled cellular proliferation and anti-apoptosis, both characteristic of lung fibrosis. Additionally, chronic AKT expression has been found to predispose rodents to fibrosis of lung tissue [73, 74]. Both AKT1 and AKT2 were expressed at higher levels in BAR and may be an indicator of the molecular mechanisms underlying the increased lung fibrosis observed in BAR dolphins. 

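AKT1 and AKT2 were higher in BAR as deposited, by close to the shift of the median gene. AKT1, on scaffold NW_017843088.1 from 336307 to 345466, had 187 ± 53.6 FPKM in BAR (SD, n = 60) and 137 ± 32.3 in SAR (SD, n = 16). Its log2 difference was 0.43 (standard error 0.11, adjusted p = 0.00073, limma), with 51 of 60 BAR samples above the SAR mean. AKT2, on scaffold NW_017843553.1 from 60134 to 76499, had 44.3 ± 11.9 FPKM in BAR and 33.2 ± 11.3 in SAR, a difference of 0.43 (standard error 0.12, adjusted p = 0.0012, 53 of 60). With median-ratio scaling the differences were -0.02 (adjusted p = 0.93) for AKT1 and -0.0033 (0.99) for AKT2. Of 19 named genes of PI3K, AKT and MAP kinase signaling, 17 were higher in BAR and E2F2 (-0.47) was lower, also when adjusted over the list alone. PIK3CG (0.66), CDK4 (0.54) and CDK6 (0.53) had the largest differences, and RASSF5 (0.48) was above the SAR mean in 58 of 60 BAR samples. The list score was 5.33 ± 0.25 in BAR and 4.96 ± 0.33 in SAR, a difference of 0.38 (permutation test, adjusted p = 0.0002, 59 of 60). It was -0.04 (adjusted p = 0.47) with median-ratio scaling, where no gene was higher and 1 was lower.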

With further research, the genes identified in these lung cancer pathways may be developed as molecular indicators of lung disease in the dolphin blood transcriptome.

### Alterations in BAR transcript profiles over time

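Blood of BAR animals was compared by sex, by collection year and by birth before or after the spill. The year groups held 12 samples from 2013, 12 from 2014, 24 from 2017 and 12 from 2018, with June and September 2017 pooled. Year is tied to month, since 2013 and 2014 were sampled in June, 2018 in July and part of 2017 in September. Known birth cohorts gave 46 samples from animals born before the spill and 9 from animals born after it, and 5 samples whose cohort could not be determined were left out. Of the 9 post-spill samples 6 came from June 2017 and none from 2018, against 3 and 10 of the pre-spill samples. The post-spill animals were 3 calves and 6 subadults of 186 to 214 cm, and the pre-spill samples came from subadults (23) and adults (23) of 196 to 275 cm, with 5 animals sampled on 2 dates, so birth cohort goes with age and body length. The filter kept 11582 of 24094 loci. All year contrasts come from one limma fit of 4 year means, and gene list scores were compared by permuting samples. Summed FPKM per BAR library ranged from 425816 to 1214860, the lowest in 2018, and relative depth from 0.655 to 1.47.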

To further examine the relationship between blood transcript expression and adverse health outcomes observed in BAR dolphins, the 60 samples (20 male, 40 female, Table 1) collected from BAR were analyzed independently of SAR samples. Blood samples span a six-year period, providing a longitudinal study of the BAR dolphin population; however, the earliest samples, from 2013, were collected three years post-DWH oiling. After filtering (mean FPKM ≥ 1 and FPKM > 0 in at least 30 samples), 11,581 genes were defined as “expressed”, similar to the previous analysis that included SAR samples. WGCNA organized 2,382 genes (21%) into 11 co-expression modules with significant correlation to various health parameters (Fig 4, S4 Table). 

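Within BAR, 32 genes differed between 40 samples of females and 20 of males, 31 of them higher in females (limma). DDX3X had 167 ± 32.2 FPKM in females (SD, n = 40) and 122 ± 28.5 in males (SD, n = 20), a log2 difference of 0.47 (standard error 0.09, adjusted p = 0.0014). CHST14 had 7.89 ± 2.74 FPKM in females and 5.10 ± 1.69 in males, a difference of 0.53 (standard error 0.13, adjusted p = 0.045). With median-ratio scaling, and with quantile normalization, 14 genes differed, 13 of them higher in females.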

Again, minimal differential expression was observed between sexes, with only seven genes reporting expression differences between males and females.

**Fig 4:**
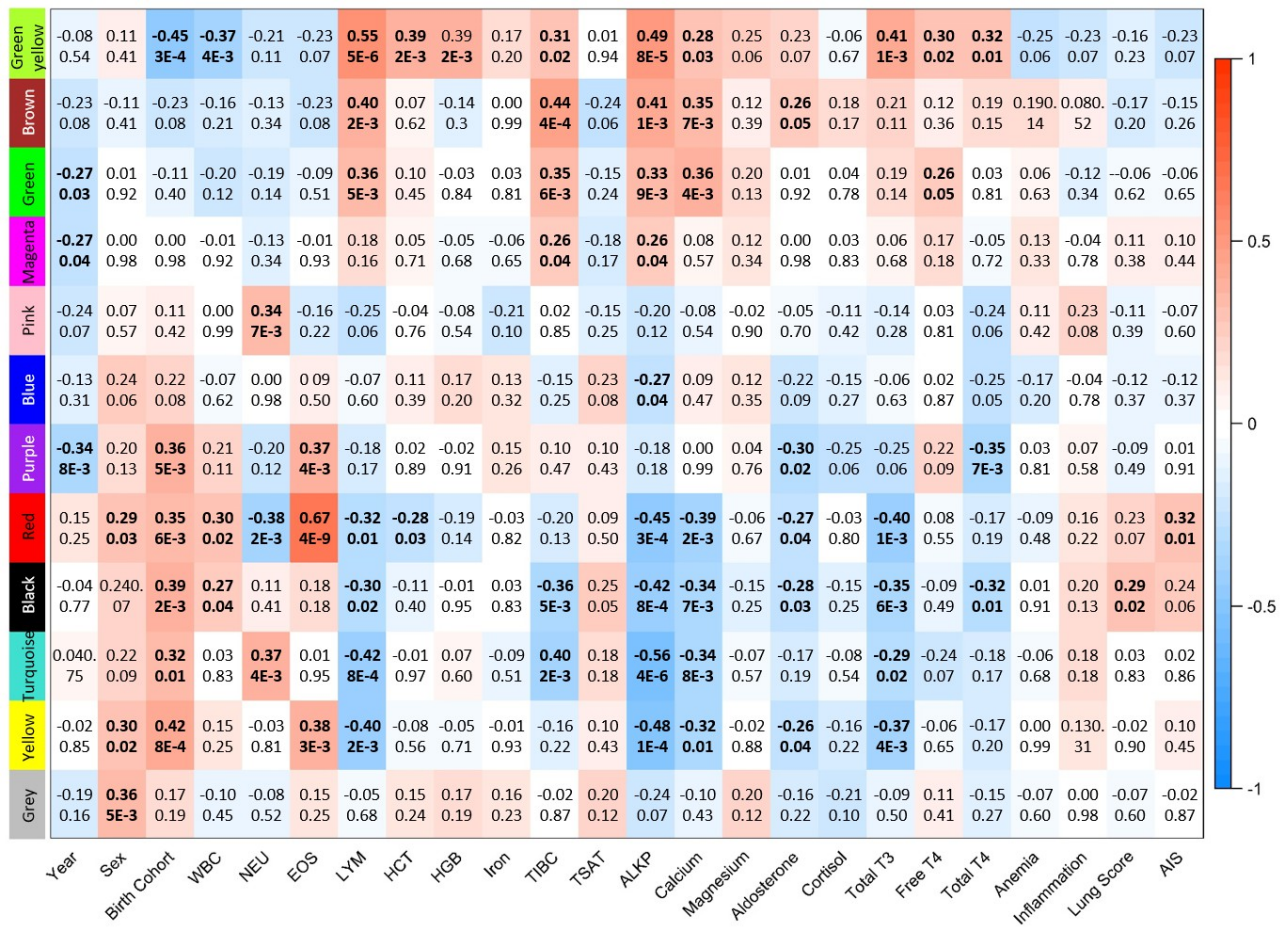
WGCNA module-trait relationships from analysis of dolphin blood transcriptomes from Barataria Bay, LA. Eleven modules of co-expressed genes were identified; the grey module contains gene that were not assigned to any co-expression module. For selected traits correlation coefficients and associated p-values are shown, significant correlations are bolded. WBC: white blood cells, NEU: % neutrophils, EOS: % eosinophils, LYM: % lymphocytes, HCT: hematocrit, HBG: hemoglobin, TIBC: total iron binding capacity, TSTAT: saturation of transferrin, ALKP: alkaline phosphatase, Total T3: total triiodothyronine, Free T4: free thyroxine, Total T4: total thyroxine, AIS: alveolar-interstitial syndrome.

There was differential expression of 103 genes (87 unique) when analyzed as a time course (S5 Table) or 265 genes (180 unique) between years for all pairwise comparisons (S6 Table). 

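LSM5, ATP5O, ATP5F1, MSMO1 and EIF3M were among the genes lower in 2017 than in 2014 as deposited. LSM5, which encodes a subunit of an RNA-binding ring complex, fell from 22.6 ± 7.08 FPKM in 2014 (SD, n = 12) to 10.0 ± 4.66 in 2017 (SD, n = 24). Its log2 difference was -1.18 (standard error 0.19, adjusted p = 0.00090, limma), and all 24 samples of 2017 lay below the 2014 mean. The ATP synthase genes ATP5O (-0.79, adjusted p = 0.0052, 24 of 24 below) and ATP5F1 (-0.70, adjusted p = 0.0052, 23 of 24) fell as well. So did MSMO1 (-0.75, adjusted p = 0.0093) and EIF3M (-0.64, adjusted p = 0.022), with 24 of 24 samples below. Among the 4 years 16 genes differed in the moderated F test of limma, and 1827 had an unadjusted p under 0.05. With median-ratio scaling 226 genes differed and with quantile normalization 168. Of the 6 pairs of years only 2014 and 2017 gave calls as deposited: 134 genes, all lower in 2017. With the animal as a replicate block, since 5 animals were sampled in 2 years, 359 genes differed for that pair (358 lower) and 62 among the 4 years. As deposited, 24.1% of all tested genes were higher in 2017 than in 2014, so these calls ran with a shift of most genes. The count for 2014 and 2017 was 17 with median-ratio scaling (7 higher and 10 lower in 2017). With quantile normalization it was 15 (4 higher and 11 lower). The study lists 51 genes for 2013 and 2014 and 102 for 2013 and 2017 from these same samples. All had the same direction here and 0 passed as deposited, so the shared direction is not independent evidence.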

Gene expression profiles in 2013, the first year sampled post-DWH, were the primary source of difference between years; however, 2017 also exhibited substantial differences from other years. 

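The contrast of 2013 with 2017 depended on scaling more than any other pair of years. As deposited limma called 0 genes (11 with the animal as a replicate block), with 1565 at an unadjusted p under 0.05. With median-ratio scaling it called 585, of which 284 were higher and 301 lower in 2017, and with quantile normalization 557, of which 371 were higher and 186 lower. The proteasome subunit genes PSMB7 (-0.69, adjusted p = 0.058, 22 of 24 samples of 2017 below the 2013 mean) and PSMA1 (-0.61, adjusted p = 0.058, 23 of 24) came close to the threshold as deposited. For the other pairs limma called 0 genes, with 990 at an unadjusted p under 0.05 for 2013 and 2014, 590 for 2013 and 2018, 1669 for 2014 and 2018, and 782 for 2017 and 2018. Proteasome genes as a list fell by 0.48 from 7.08 ± 0.30 in 2013 (SD, n = 12) to 6.602 ± 0.30 in 2017 (SD, n = 24), with an adjusted p of 0.0024 by permutation test and 2 of 24 samples of 2017 above the 2013 mean.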

Over-representation of GO terms associated with immune response were identified. However, KEGG and WikiPathway analysis instead revealed over-representation of genes involved in the *Electron Transport Chain (OXPHOS System in Mitochondria)* (p = 3.72e-7) and *Oxidative Phosphorylation* (p < 5.56e-5) pathways. In particular, 25% of the annotated genes encoding proteins for Complex I (NADH-ubiquinone oxidoreductase) in the dolphin blood transcriptome are differentially expressed. 

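Named subunit genes of Complex I fell as a group between 2014 and 2017. Of 37 listed Complex I genes 12 could be named, from tables that include the study's own genes differing by year. Their fall is thus not independent evidence. Of 12 named Complex I genes, NDUFS5 (-0.87, standard error 0.21, adjusted p = 0.028, 21 of 24 samples of 2017 below the 2014 mean) and NDUFC2 (-0.68, standard error 0.17, adjusted p = 0.034, 23 of 24) passed limma. When adjusted over the list alone, 8 were lower in 2017 than in 2014. Against 2013 none passed over all genes, and 8 were lower when adjusted over the list alone. NDUFS8 (-0.68, adjusted p = 0.066) and NDUFV2 (-0.54, adjusted p = 0.071) had the largest differences from 2013, each with 23 of 24 samples below. With median-ratio scaling 5 genes were lower in 2017 than in 2013, and none passed against 2014. The 20 named genes of Complexes II to V fell by 0.42 from 2013 (permutation test, adjusted p = 0.0024, 1 of 24 above) and by 0.37 from 2014 (0.0024, 1 of 24), the second not passing with median-ratio scaling (0.10).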

Overall, expression of these genes was highest in 2013 and/or 2014, decreased substantially by 2017, followed by a slight increase in 2018, and is generally higher than measured in SAR dolphins (Fig 5).

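Complex I expression was highest in 2013 and 2014 and lowest in 2017, and as deposited the partial return in 2018 was within the spread between samples. NDUFA2 had 630.2 ± 44.0 FPKM (SE, n = 12) in 2013, 564 ± 37.3 (n = 12) in 2014, 455 ± 18.1 (n = 24) in 2017 and 566 ± 55.5 (n = 12) in 2018, against 493.5 ± 39.8 (n = 16) in SAR. NDUFC2 had 178 ± 21.2, 189.6 ± 8.40, 121 ± 6.40 and 153 ± 19.5 FPKM in the same years and 115 ± 9.624 in SAR. NDUFV2 had 107 ± 6.85, 101.4 ± 6.61, 73.5 ± 3.38 and 78.9 ± 6.75 FPKM, against 54.2 ± 3.78 in SAR. NDUFS5 had 63.5 ± 5.90 FPKM in 2017 and 68.7 ± 5.73 in 2018, both below the 71.0 ± 8.88 of SAR, and NDUFA2 in 2017 was below SAR as well. The list score covers 12 of the 37 listed genes, those named in the study's own tables. It was 7.15 ± 0.29 (SD) in 2013, 7.14 ± 0.24 in 2014, 6.75 ± 0.25 in 2017 and 6.93 ± 0.50 in 2018. It fell by 0.40 from 2013 to 2017 and by 0.39 from 2014 to 2017 (permutation test, adjusted p = 0.0024 for each, 2 of 24 samples of 2017 above the earlier mean). From 2017 to 2018 it differed by 0.18 (permutation test, adjusted p = 0.82, 8 of 12 above). The 2018 samples include the library with the lowest summed FPKM (425816), used unscaled here. How far that library widens the 2018 spread was not tested. The falls were 0.39 and 0.24 with median-ratio scaling and passed there too (adjusted p = 0.0004 and 0.030), while with June 2017 only (12 samples) the fall from 2013 did not pass (adjusted p = 0.052) and the fall from 2014 did (0.040). Against SAR, at 6.63 ± 0.30, all BAR samples together were higher by 0.32 (adjusted p = 0.0042, 51 of 60), which reversed to -0.13 (0.32) with median-ratio scaling. The paper proposes that the higher expression in 2013 and 2014 may be associated with oiling.

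**Figure D2:**
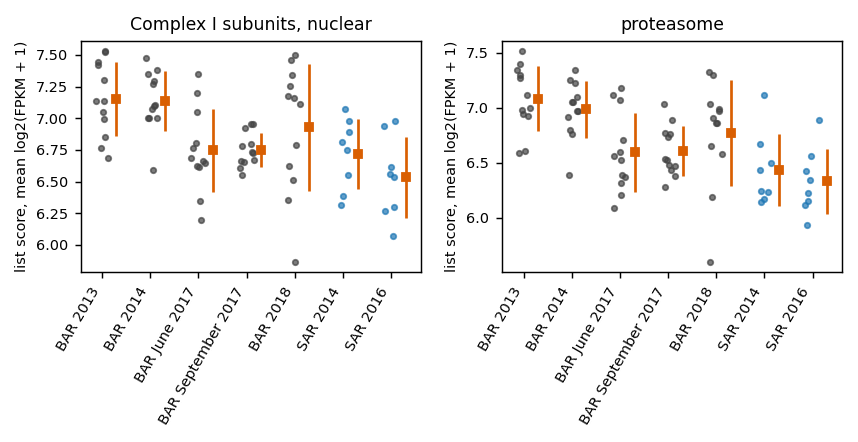
Scores of the Complex I and proteasome lists, in mean log2(FPKM + 1) on the vertical axis, for BAR in 2013, 2014, June 2017, September 2017 and 2018 and for SAR in 2014 and 2016. Each point is one sample, and the square with bars is the mean ± SD. The pooled 2017 mean of Complex I is 6.75, against 7.15 in 2013 and 7.14 in 2014.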

**Fig 5:**
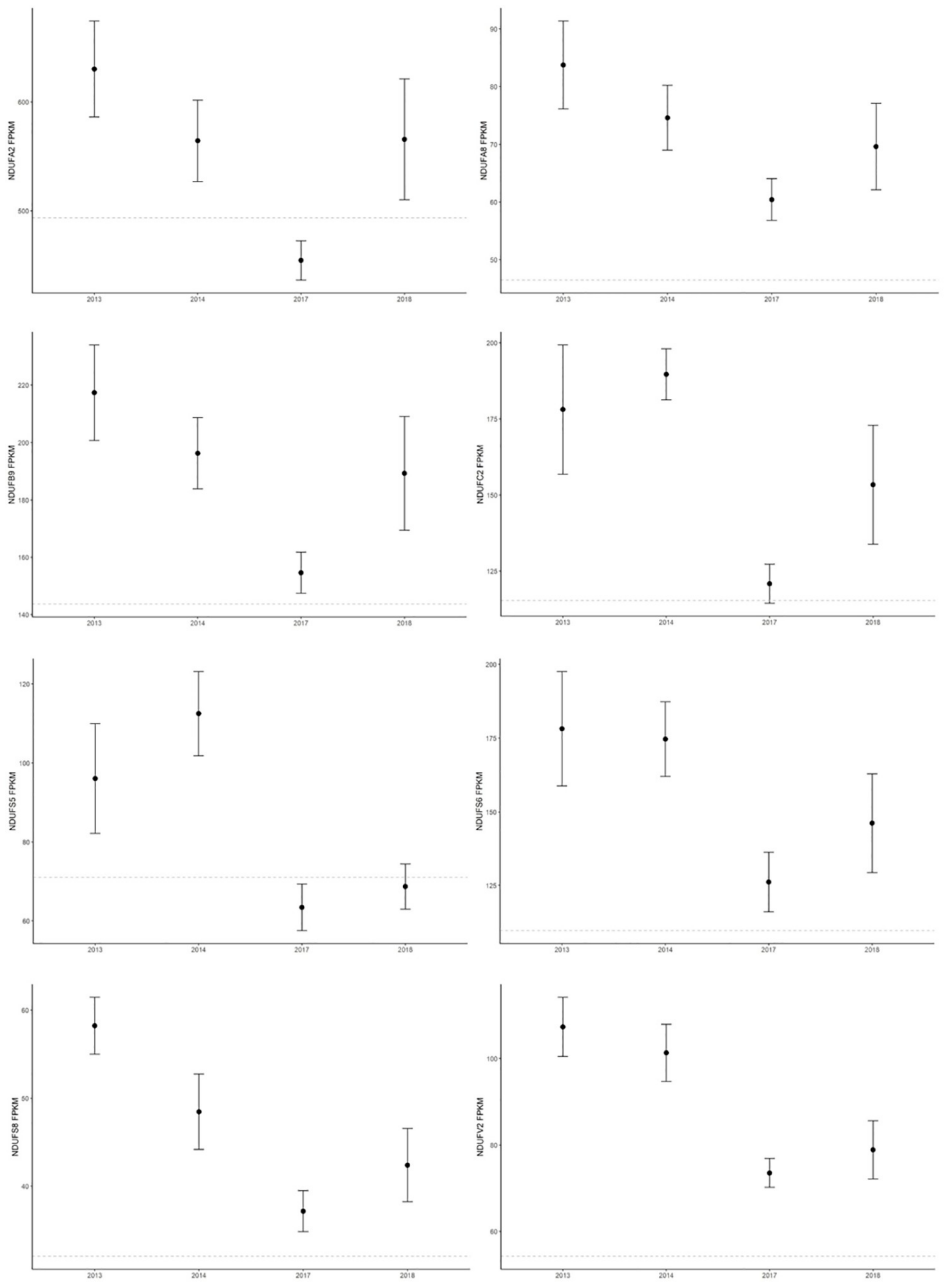
Expression of OXPHO Complex I genes in BAR over time (mean ± SE). Dashed line is the mean expression in SAR.

Complex I is a critical component of mammalian cellular respiration and metabolism that can be disrupted by environmental, pathological, or genetic factors [reviewed in 75]. Dysfunction in Complex I results in impaired catalytic ability and increased superoxide production that have widespread consequences in health including mitochondrial disease, neurodegenerative disease, apoptotic dysfunction, reproductive dysfunction, and impacts on brain, heart, or skeletal muscle [reviewed in 76]. As such, over-representation of transcripts mapping to *Parkinson’s Disease* (p = 3.88e-7), *Alzheimer’s Disease* (p = 6.13e-5), *Huntington’s Disease* (p = 3.51e-5), N*on-Alcoholic Fatty Liver Disease* (p = 3.46e-4), and *Thermogenesis* (p = 3.26e-4) KEGG pathways resulted from perturbations in OXPHO. Similarly, ORA of genes more highly expressed in the skin of nGoM dolphins than SE US dolphins significantly mapped to these pathways in an earlier study [43]. The disruption of OXPHO due to crude oil and other PAHs is well documented [77, 78] and the altered expression observed in 2013 and 2014 may be associated with oiling from the DWH disaster. Heritable alterations in oxidative phosphorylation have been observed in killifish chronically exposed to PAHs [78], thus the sustained elevated expression, relative to SAR, may be baseline for BAR dolphins who likely encounter chronic low-level PAH exposure due to seeps and small-scale oil spills associated with industry in the BAR region.

To more directly address changes that may be attributed to substantial oil exposure following the DWH disaster, any dolphins with observational life history established by photographic-identification as a neonate or young of year were assigned to pre- or post-DWH oil spill birth cohorts. One hundred one genes exhibited differential expression between animals known to be alive at the time of the DWH spill and those known to be born after the spill (S7 Table); however, there was no significant over-representation among these genes. 

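Animals born before the spill had higher expression of GZMK, SERINC2, CXCL6 and CD36 and lower expression of FCRL4 and BACH2. GZMK, a granzyme gene of cytotoxic T cells, had 19.7 ± 11.0 FPKM in pre-spill samples (SD, n = 46) and 8.67 ± 4.26 in post-spill samples (SD, n = 9). That is a log2 difference of 1.03 (standard error 0.27, adjusted p = 0.046, limma), with 41 of 46 pre-spill samples above the post-spill mean. SERINC2 differed by 1.175 (standard error 0.30, adjusted p = 0.043), CXCL6 by 1.00 (standard error 0.26, adjusted p = 0.048) and the lipid receptor gene CD36 by 0.97 (standard error 0.23, adjusted p = 0.032). TMEM50B, at 0.72 (adjusted p = 0.0093), was above the post-spill mean in all 46 pre-spill samples. FCRL4, a B cell receptor-like gene, was lower, with 2.06 ± 1.06 FPKM against 5.26 ± 2.44 (difference -1.01, adjusted p = 0.0093, 1 of 46 above). BACH2, a transcription factor gene of B and T cells, differed by -0.89 (adjusted p = 0.021, 1 of 46 above). In all, 88 genes differed, 70 higher and 18 lower in pre-spill animals, and the share that was lower rose to 171 of 321 with median-ratio scaling and 164 of 297 with quantile normalization. With body length as a covariate limma called 0 genes (1400 at an unadjusted p under 0.05), and with collection year as a covariate 11. Of the 101 genes that the study lists from these same samples, 98 had the same direction here and 12 passed.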

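PRG3, the gene of an eosinophil granule protein also called proteoglycan 3, varied more between animals than between birth cohorts. It lies on scaffold NW_017844169.1 from 1637194 to 1640829. Its mean was 47.7 ± 108 FPKM in pre-spill samples (SD, n = 46) and 7.70 ± 4.72 in post-spill samples (SD, n = 9), a ratio of means of 6.20. The medians were 17.6 and 6.48 FPKM, and the highest pre-spill sample, from 2013, had 704. On the log2 scale the difference was 1.45 (standard error 0.56), with 37 of 46 pre-spill samples above the post-spill mean, and the adjusted p from limma over all genes was 0.16. For PRG3 alone, the permutation p was 0.018. AIFM2, which also goes by PRG3 as an alias, has its own locus and had 15.5 ± 5.65 FPKM in pre-spill and 12.5 ± 4.60 in post-spill animals (difference 0.29, adjusted p = 0.40). SAR animals had a PRG3 mean of 30.2 FPKM and a median of 1.77 (n = 16), and 1 sample, at 345 FPKM, carries most of that mean.

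**Figure D3:**
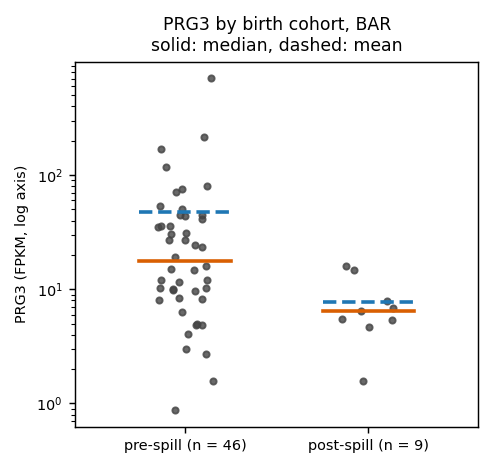
PRG3 expression in FPKM on a log axis, with one point per sample, in pre-spill (n = 46) and post-spill (n = 9) samples. The solid orange line is the median (17.6 and 6.48) and the dashed blue line the mean (47.7 and 7.70), which a few pre-spill samples raise.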

Of note is PRG3, expressed 8.2 fold higher in the pre-spill birth cohort. PRG3 is a cytoplasmic protein with putative oxidoreductase activity responsive to mitochondrial-released apoptosis inducing factors, resulting in caspase-independent apoptosis [79]. Upregulation of PRG3 transcript expression has been observed in human studies following acute (≤ 24 h) exposure to benzo[α]pyrene and TCDD, although to a much lesser extent, 1.72 and 2.02 fold, respectively [80]. Additionally, prolonged exposure to cigarette smoke condensates (9 months) resulted in epigenetic modifications (hypermethylation) of PRG3 in human lung cancer cell lines [81]. Thus, the substantial upregulation of PRG3 transcripts observed 3+ years post-spill in BAR dolphins likely exposed to sustained crude oil slicks following the DWH explosion may be associated with oil-induced epigenetic modifications. With further research, PRG3 may be useful as a molecular marker of sustained PAH exposure in dolphins.

Six WGCNA modules exhibited correlation to birth cohort (Fig 4). 

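The 35 greenyellow genes, which include the B cell genes MS4A1, CR2, CD22 and CD79B, were lower in animals born before the spill. All 35 had a negative log2 difference, with a median of -0.70, and 4 passed limma over all genes. With median-ratio scaling 24 were lower and with quantile normalization 25, and none was higher. The first principal component correlated with birth cohort at r = -0.45 (permutation test, p = 0.0006, rho = -0.39, adjusted p = 0.0018 over 12 relations, r = -0.48 without the 2 farthest samples, n = 55).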

The greenyellow module consisted of 35 genes expressed more highly in the cohort born post-spill (r = -0.45, p = 2.68e-4, Fig 4). Despite the limited number of genes in the module, over-representation of genes mapping to the KEGG pathway *Hematopoietic Cell Lineage* (p = 0.005) was observed and appears to indicate increased B cell differentiation/proliferation among the post-spill birth cohort with CD20, CD21, and CD22 expressed more highly in these dolphins. Similarly, genes of the greenyellow module mapped to the *B Cell Receptor Signaling* WikiPathway (p = 0.007), including expression of CD79B. 

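CR2, the gene of CD21, showed the clearest difference of the B cell genes. It lies on scaffold NW_017844429.1 from 3563789 to 3597579 and had 6.14 ± 3.181 FPKM in pre-spill samples (SD, n = 46) and 17.1 ± 8.94 in post-spill samples (SD, n = 9). Its log2 difference was -1.30 (standard error 0.25, adjusted p = 0.014, limma), and 0 of 46 pre-spill samples lay above the post-spill mean. MS4A1, the gene of CD20, had 44.2 ± 19.4 and 77.9 ± 36.6 FPKM, a difference of -0.80 (standard error 0.24, adjusted p = 0.071, 6 of 46 above). CD22 had 14.9 ± 6.48 and 25.5 ± 10.7 FPKM, a difference of -0.70 (standard error 0.24, adjusted p = 0.10, 4 of 46 above). With median-ratio scaling MS4A1 (adjusted p = 0.028) and CD22 (0.046) passed as well.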

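CD79B, a signaling chain of the B cell receptor, had 266 ± 133 FPKM in pre-spill samples (SD, n = 46) and 534 ± 249 in post-spill samples (SD, n = 9). This gene differed by -1.01 (log2, standard error 0.29, adjusted p = 0.061, 3 of 46 above the post-spill mean), with an adjusted p of 0.027 after median-ratio scaling. POU2AF1 (-0.73) and BLK (-0.68) were close to the threshold, and BTK, which myeloid cells also express, went the other way (0.29, adjusted p = 0.29). Of the 7 named B cell genes 1 was lower over all genes and 6 were lower when adjusted over the list alone. The list score was 5.00 ± 0.51 in pre-spill and 5.71 ± 0.61 in post-spill animals, a difference of -0.71 (permutation test, adjusted p = 0.0062, 3 of 46 above). It passed with both scalings (-0.77 and -0.81) and with collection year as a covariate (-0.74, adjusted p = 0.015). It was -0.20 (adjusted p = 0.71) with body length as a covariate and -0.51 (0.19) against the 8 pre-spill samples of up to 222 cm. Over the pre-spill animals alone the score correlated with body length at r = -0.43 (permutation test, p = 0.0026, rho = -0.47, adjusted p = 0.012 over 9 relations, r = -0.50 without the 2 farthest). Among the 9 post-spill animals r was -0.23 (exact permutation test, p = 0.54). The paper proposes increased B cell differentiation or proliferation among the post-spill animals.

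**Figure D4:**
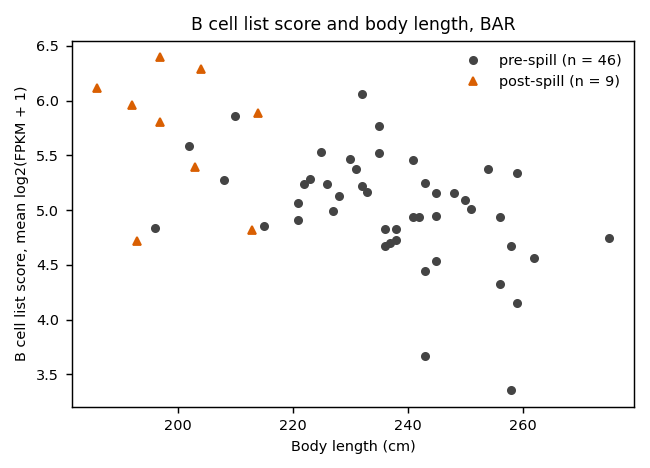
B cell list score, in mean log2(FPKM + 1) on the vertical axis, against body length in cm, for pre-spill (grey circles, n = 46) and post-spill (orange triangles, n = 9) samples. Post-spill animals are 186 to 214 cm long and pre-spill animals 196 to 275 cm, and the score decreases with length among the pre-spill animals (r = -0.43).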

B cell differentiation and proliferation can be influenced by any number of biotic or abiotic factors and interactions can be complex. For example, *in vitro* dolphin studies reported an increase in lymphocyte proliferation following acute crude oil exposure but a decrease when exposed to mixtures of crude oil and chemical dispersants [82]. Thus, we cannot determine the cause of decreased expression of transcripts involved in B cell proliferation among the pre-spill birth cohort from this study.

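The red, purple and black modules were higher in animals born before the spill, by small and even shifts of most of their genes. Red genes had a median log2 difference of 0.40, black genes 0.30 and purple genes 0.28. Positive differences were found for 94 of 96 red, 72 of 74 black and 50 of 50 purple genes, and 3, 4 and 0 of them passed limma over all genes. The first principal components correlated with birth cohort at r = 0.33 for red (p = 0.013, rho = 0.34), 0.33 for black (p = 0.013, rho = 0.34) and 0.33 for purple (p = 0.015, rho = 0.29), each with an adjusted p of 0.022 by permutation test (n = 55). Without the 2 farthest samples r was 0.33, 0.33 and 0.24. With quantile normalization r was 0.29 for red, 0.26 for black and 0.29 for purple, and none passed the adjustment.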

All other modules consisted of genes expressed more highly in animals born pre-spill, thus likely to have encountered surface slicks of oil and associated aerosolized contaminants, including the turquoise module (785 genes, r = 0.32, p = 0.01), red module (96 genes, r = 0.35, p = 5.84e-3), purple module (50 genes, r = 0.36, p = 4.69e-3), yellow module (200 genes, p = 0.42, r = 8.03e-4), and the black module (74 genes, r = 0.39, p = 1.94e-3, Fig 4). The large turquoise module primarily consisted of genes involved in immune responses. The specific pathways and GO terms mapped are similar to those previously associated with location indicating that BAR animals likely exposed to significant oiling are driving alterations in transcriptome profiles compared to the reference site. Given the earlier discussion of dysregulation of Treg cells in BAR dolphins, it is also interesting to note that, while not statistically significant, both the yellow and purple modules mapped to immune-related pathways including *T-Cell Receptor and Co-stimulatory Signaling* and *TGF-beta Signaling Pathway* WikiPathways along with the *Aryl Hydrocarbon Receptor* WikiPathway. In addition to its role in classical detoxification pathways, the aryl hydrocarbon receptor (AhR) plays a role in the control of Treg and Th17 cell differentiation [83], further supporting the potential role of oil exposure in the immune-related alterations observed in BAR dolphins.

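The few named genes of the aryl hydrocarbon receptor pathway did not separate the birth cohorts. AHR had 20.5 ± 7.57 FPKM in pre-spill samples (SD, n = 46) and 17.0 ± 3.144 in post-spill samples (SD, n = 9), a log2 difference of 0.20 (standard error 0.17, adjusted p = 0.59, limma, 31 of 46 above the post-spill mean). Of 20 listed genes 5 could be named (AHR, ARNT, ALDH3B1, GSTM3 and GSR), so most of the pathway was not tested. These 5 genes had a score difference of 0.07 (permutation test, adjusted p = 0.67). T cell genes differed by 0.06 (adjusted p = 0.78). TGFB1 (0.34, adjusted p = 0.24) and SMAD3 (-0.40, adjusted p = 0.15) went in opposite directions.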

Furthermore, the classical detoxification pathways involving cytochrome P450s and AhRs are also involved in regulation of eicosanoid synthesis [84] and the mapping to AhR pathways observed in the purple and yellow modules was due, in part, to prostaglandin expression and associated EGFR signaling pathways. Thus, mapping of genes in the red module to *Eicosanoid Synthesis* and *Prostaglandin Synthesis and Regulation* WikiPathways in ORA, driven by a small group of genes involved in the *Arachidonic acid metabolism* KEGG pathway, may also be regulated by the classical detoxification pathways. 

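LTC4S, an enzyme gene of leukotriene synthesis, was higher in the blood of animals born before the spill, and the other eicosanoid genes did not pass one by one. Its expression was 115 ± 38.4 FPKM in pre-spill samples (SD, n = 46) and 73.0 ± 19.2 in post-spill samples (SD, n = 9). LTC4S thus differed by 0.62 (log2, standard error 0.16, adjusted p = 0.046, limma, 42 of 46 above the post-spill mean). HPGD (0.75, adjusted p = 0.066), ALOX5AP (0.52, 0.17), PLA2G4A (0.51, 0.12) and PTGS1 (0.50, 0.19) did not pass over all genes. Of the 11 named eicosanoid genes 1 was higher over all genes and 6 when adjusted over the list alone. The list score was 7.29 ± 0.41 and 6.88 ± 0.31, a difference of 0.41 (permutation test, adjusted p = 0.038, 39 of 46). It did not pass with median-ratio scaling (adjusted p = 0.069), quantile normalization (0.096), sex as a covariate (0.39, adjusted p = 0.0503) or body length as a covariate (0.38, 0.21). The eosinophil and basophil list, which shares PTGDR2, differed by 0.48 (adjusted p = 0.048, 38 of 46), led by FCER1A (0.87), and it did not pass with either scaling (0.083 and 0.13), with one sample per animal (0.46, adjusted p = 0.066) or with sex (0.45, 0.062) or body length (0.30, 0.48) as a covariate.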

PAH exposure and the associated alterations in eicosanoids are involved in a wide array of adverse health effects including pulmonary impairment [84]. The alterations observed in eicosanoid synthesis among pre-spill birth cohort animals may indicate the role of PAH exposure associated with increased lung disease in BAR dolphins [11, 18].

Genes of the black module mapped to cytoskeletal GO terms and pathways in ORA, primarily represented by actin- and myosin-related proteins. Likewise, genes of the yellow module mapped to cytoskeletal regulation, particularly cellular junction formation. 

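No actin or myosin gene passed by itself between the birth cohorts, and their list score passed only in some settings. MYL12B had 67.2 ± 18.6 FPKM in pre-spill samples (SD, n = 46) and 47.2 ± 7.09 in post-spill samples (SD, n = 9), a log2 difference of 0.47 (standard error 0.13, adjusted p = 0.056, limma, 42 of 46 above the post-spill mean). ARPC3 differed by 0.46 (adjusted p = 0.066, 39 of 46) and CAPZA1 by 0.42 (adjusted p = 0.091, 41 of 46). None of the 33 named actin and myosin loci passed over all genes, and 14 were higher when adjusted over the list alone. The list score was 7.88 ± 0.26 and 7.64 ± 0.11, a difference of 0.24 (permutation test, adjusted p = 0.044, 36 of 46), which did not pass with median-ratio scaling (0.069) or quantile normalization (0.14). Nor did it pass with sex (0.23, adjusted p = 0.055), body length (0.18, 0.39) or collection year (0.19, 0.12) as a covariate, whereas it passed against the 8 pre-spill samples of up to 222 cm (0.23, exact permutation test, 0.023).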

Alterations in cytoskeletal structure following PAH exposure, both at the gene and protein level, are well documented and are often secondary to PAH-induced oxidative or apoptotic responses; however, down-regulation is more commonly reported and exposure to oil dispersant can confound the relationship [e.g., 47, 85]. Similar upregulation of cytoskeletal genes associated with increasing persistent organic pollutant concentrations was observed in the skin transcriptomes of dolphins in the nGoM and the SE US [43]. More specific to PAH exposure, alterations in cytoskeletal transcripts were measured in skin collected from dolphins in the nGoM prior to or after visible oiling from the DWH spill, but due to the strong influence of season, a conclusive interpretation of PAH effects was not possible [44]. Nonetheless, the data presented here provides strong evidence for differences in structural processes between dolphins likely exposed to significant oiling vs those that were not yet born at the time of the DWH disaster.

### Transcriptional markers of pregnancy and reproductive outcome

Reproductive failure in the BAR dolphin population following the DWH oil spill is well documented, with a low success rate of approximately 20% in comparison to 83% success in SAR [86], and determining pregnancy status and outcomes has been an integral part of health assessments. Pregnancy can be established through progesterone levels measured in blood or blubber, but ultrasound is considered the definitive method to establish pregnancy status, trimester, and pregnancy viability [10]. Some hematological and biochemical markers of pregnancy outcome have been described in dolphins managed under human care; however, proper interpretation requires knowledge of trimester and, often, repeated sampling to identify changes throughout pregnancy [87]. Additionally, the alterations in these blood-based markers are most pronounced in the third trimester, whereas to date, the majority of pregnant dolphins sampled during health assessments are in the first trimester. Consequently, the blood transcriptomes of females were queried to identify transcripts associated with pregnancy or pregnancy outcome that may be an avenue for further research in identifying markers of reproductive status or outcome.

FPKM values were filtered and 11,550 “expressed” genes were used for analysis. 

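Blood of females was compared by pregnancy status and by outcome. Of 48 samples of females 21 were from pregnant animals (20 BAR, 1 SAR), 20 from non-pregnant animals (15 BAR, 5 SAR) and 7 from animals whose status could not be determined. Group sizes count samples: 2 females are in the pregnant group on 2 dates each, and 1 female is in both groups. Pregnancy therefore overlaps with site. Outcomes were known for 19 samples of pregnant females, 6 with success and 13 with failure, with 1 female on 2 dates among the failures and 1 in both outcome groups. The samples of pregnant females came from adults (11) and subadults (10), and those of non-pregnant females likewise (9 and 11). The filter kept 11551 loci over the 48 samples and 11558 over the 41 with a known status, which limma tested without covariates. In simulated shifts added to 100 genes at each size, limma recovered 42% at a log2 change of 0.5 and 93% at 1. The simulated genes varied independently of each other, unlike those of these samples, so these rates may not carry over.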

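Over the 41 samples of females the first 2 principal components held 28.02% and 8.73% of the variance of scaled log2(FPKM + 1). The mean difference between 20 samples of non-pregnant and 21 of pregnant females was 0.18 SD on the first component (permutation test, p = 0.57) and 0.36 SD on the second (p = 0.25). Of the 21 samples of pregnant females 8 lay above the mean of the non-pregnant on each. The 6 successful and 13 failed pregnancies differed by 0.77 SD on the first component (exact permutation test, p = 0.15) and by 0.46 SD on the second (p = 0.41).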

Transcript profiles did not clearly cluster by pregnancy status (Fig 6A) or pregnancy outcome in PCA (Fig 6B). 

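One gene passed limma between pregnant and non-pregnant females, a locus without a symbol that was higher in pregnancy (adjusted p = 0.014), and 690 had an unadjusted p under 0.05. With BAR animals alone limma called 0 genes (656 at an unadjusted p under 0.05), and with collection year as a covariate also 0 (669). All 37 genes that the study lists from these same samples had the same direction here and none passed. The correlation of log2 differences across these genes was 0.92 (genes are not independent replicates). Among pregnant females limma called 0 genes by outcome, with 634 at an unadjusted p under 0.05. LGALS1, NDUFC2 and CCL2 were among the listed genes with an unadjusted p under 0.05.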

Correspondingly, minimal differential expression was observed with only 37 genes (0.32%) different between pregnant (n = 21) and non-pregnant females (n = 20) (S8 Table) and no differences in gene expression between dams with successful (n = 6) and failed (n = 13) pregnancies. 

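Interferon-induced genes were higher on average in non-pregnant females, but their spread between animals was larger than the difference. OAS2 had 18.7 ± 24.1 FPKM in samples of non-pregnant females (SD, n = 20) and 10.1 ± 8.44 in those of pregnant females (SD, n = 21), a log2 difference of 0.63 (standard error 0.33, adjusted p = 0.84, limma, 14 of 20 above the pregnant mean). PARP14 (0.62, adjusted p = 0.82, 16 of 20) and IFIH1 (0.59, adjusted p = 0.83, 15 of 20) went the same way. RSAD2 had 15.8 ± 42.0 and 4.50 ± 5.64 FPKM, with 9 of 20 non-pregnant females above the pregnant mean. Of the 19 interferon-stimulated loci 18 had a positive difference and 0 passed, also when adjusted over the list alone. The list score was 4.80 ± 0.85 and 4.47 ± 0.58, a difference of 0.32 (permutation test, adjusted p = 0.58, 11 of 20), and no list of the 20 passed.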

The majority of genes differentially expressed with pregnancy status (70%) were expressed more highly in non-pregnant females and are primarily involved in immune responses, particularly antiviral roles. While the limited number of changing genes here does not identify specific modulation of immune response, the previously discussed shift towards a Th17 response observed in BAR dolphins, relative to SAR, has been associated with adverse pregnancy outcomes in humans [30].

**Fig 6:**
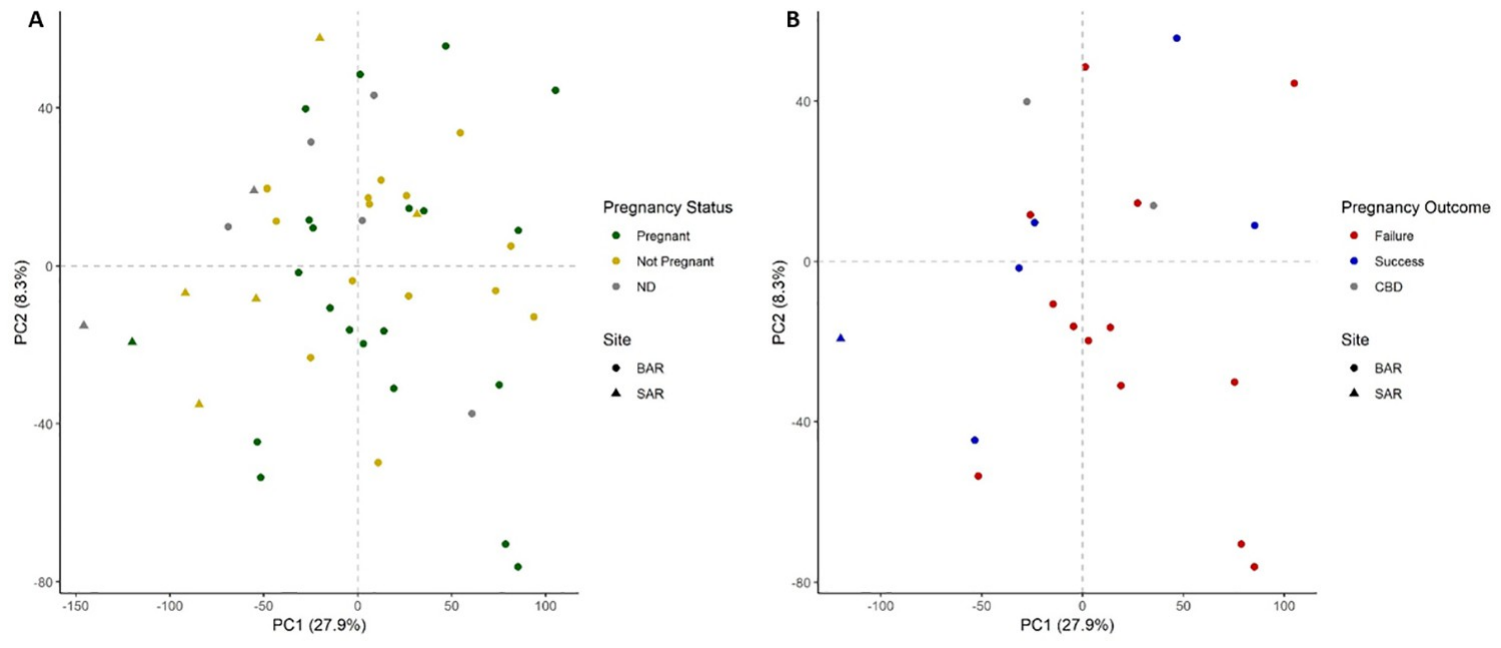
Principal component analysis of 11,500 expressed genes identified in the blood transcriptome of female dolphins from Sarasota Bay, FL (SAR) and Barataria Bay, LA (BAR). Principal component 1 accounted for 27.9% of variability and PC2 for an additional 8.3%. Transcript profiles did not cluster by pregnancy status (A) or outcome (B). Only pregnant dolphins are plotted on panel B. ND: data not available, CBD: cannot be determined.

Ten annotated genes were more highly expressed in pregnant females, albeit with relatively minor fold-changes (1.4–2.2 fold). Many of these genes upregulated in pregnant females are known to have pregnancy-associated roles in other mammals including CDA, which, in humans, has been included in biomarker panels to assess endometrial receptivity in assisted reproduction [88]. 

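CDA, the cytidine deaminase gene, had 45.4 ± 22.9 FPKM in samples of pregnant females (SD, n = 21) and 32.9 ± 13.0 in those of non-pregnant females (SD, n = 20). The log2 difference, non-pregnant minus pregnant, was -0.40 (standard error 0.19, p = 0.044, adjusted p = 0.83, limma), with 7 of 20 non-pregnant females above the pregnant mean. Its locus is on scaffold NW_017844438.1 from 5149264 to 5175999.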

Other genes of note are CCL2, an immune related gene that exhibited elevated transcript levels late in the gestation of rats [89] and CD8B, which demonstrated increased expression early in bovine pregnancy [90]. 

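CCL2 had 166 ± 147 FPKM in samples of pregnant females (SD, n = 21) and 76.1 ± 50.3 in those of non-pregnant females (SD, n = 20), a log2 difference, non-pregnant minus pregnant, of -1.06 (standard error 0.36, p = 0.0050, adjusted p = 0.77, limma, 4 of 20 non-pregnant females above the pregnant mean). CD8B had 57.3 ± 27.9 and 45.3 ± 22.0 FPKM, a difference of -0.35 (standard error 0.20, p = 0.079, adjusted p = 0.84, 6 of 20 above). As deposited, CCL2 and CD8B were also higher in BAR than in SAR, and pregnancy and site overlap. With median-ratio scaling CCL2 stayed higher in BAR without passing (adjusted p = 0.25). The scaled site difference of CD8B is not reported here. With BAR animals alone, all 37 genes that the study lists by pregnancy, CCL2 and CD8B included, kept their direction and none passed. Leaving out the SAR samples thus did not change these directions. The study chose these genes from the same samples, most of them from BAR, so a part of site is not excluded.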

As most of the pregnancies in this study were first trimester, we cannot determine if expression in dolphins is stage-specific. However, with further research, expression of CCL2, CD8B, or expression ratios of the two genes may prove useful in approximating pregnancy stage, and thus broadly estimate due dates, in the absence of ultrasound data.

Also of note among the genes upregulated in pregnant females are GAS1 and LGALS1, both of which are involved in growth and cell proliferation processes and have known roles in pregnancy. 

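LGALS1, the galectin 1 gene, had 225 ± 104 FPKM in samples of pregnant females (SD, n = 21) and 145 ± 65.9 in those of non-pregnant females (SD, n = 20). Only 2 of 20 non-pregnant females lay above the pregnant mean, and the log2 difference, non-pregnant minus pregnant, was -0.61 (standard error 0.19, p = 0.0023, adjusted p = 0.77, limma). GAS1 had 21.5 ± 15.6 and 13.7 ± 7.39 FPKM, a difference of -0.51 (standard error 0.28, p = 0.079, adjusted p = 0.84, 6 of 20 above).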

Adequate expression of GAS1 is required for ovulation and luteinization in mice [91], possibly underlying the increased expression observed in our study. Substantial research has investigated the role of LGALS1 in fertilization, implantation, placentation, and stages of pregnancy. LGALS1 is increased by estrogen and progesterone and LGALS1-null mice show increased fetal loss [reviewed in 92, 93]. In light of substantial reproductive failures in BAR, LGALS1 gene expression may warrant additional research as circulating protein levels have been proposed as a biomarker of pre-eclampsia, miscarriage, and recurrent fetal loss [reviewed in 92].

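NDUFS5 and NDUFC2 encode accessory subunits of Complex I, and GRAMD4 encodes a mitochondrial protein that promotes cell death. NDUFS5 had 99.96 ± 48.7 FPKM in samples of pregnant females (SD, n = 21) and 66.0 ± 31.0 in those of non-pregnant females (SD, n = 20), with an unadjusted p of 0.0085 and an adjusted p of 0.77 (limma, 5 of 20 non-pregnant females above the pregnant mean). GRAMD4 had 49.2 ± 14.2 and 37.9 ± 14.6 FPKM (p = 0.011, adjusted p = 0.77, 6 of 20 above). The 12 named Complex I genes as a list differed by -0.13 (non-pregnant minus pregnant, permutation test, adjusted p = 0.58, 7 of 20 above).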

One quarter of annotated genes differentially expressed between pregnancy status are mitochondrial-associated (NDUFS5, NDUFC2, GRAMD4). Of note is NDUFC2, an accessory subunit of the mitochondrial respiratory chain Complex I that, in human studies, is upregulated in response to triiodothyronine (T3) [94]. The relationship is likely similar in dolphins as WGCNA of female blood transcriptomes placed NDUFC2 in a gene module positively correlated with T3 serum concentrations (r = 0.47, p = 0.03, data not shown). In this study, NDUFC2 was expressed 1.4-fold higher in pregnant dams, but not correlated with pregnancy outcome. 

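NDUFC2, on scaffold NW_017844196.1 from 14938773 to 14946490, had 185.1 ± 59.6 FPKM in samples of pregnant females (SD, n = 21) and 131 ± 42.4 in those of non-pregnant females (SD, n = 20), a ratio of 1.42. The log2 difference, non-pregnant minus pregnant, was -0.50 (standard error 0.14, p = 0.0012, adjusted p = 0.77, limma), with 3 of 20 non-pregnant females above the pregnant mean. It was the only Complex I gene that passed when adjusted over the list alone. By outcome it had 156 ± 30.7 FPKM in 6 successful and 206 ± 64.2 in 13 failed pregnancies (log2 difference, success minus failure, -0.34, standard error 0.22, adjusted p = 0.71 from limma). From the pregnancy genes and studies of thyroid disorders, the paper proposes that changes in oxidative phosphorylation genes be examined as markers of pregnancy failure.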

Single nucleotide polymorphisms (SNPs) in NDUFC2 are associated with abruption placentae caused by perturbations in OXPHO [95] and mitochondrial dysfunction is strongly associated with pregnancy failure and other reproductive issues [reviewed in 96, 97]. More broadly, research has indicated that reduced fertility and adverse pregnancy outcome associated with thyroid disorders may be due to mitochondrial dysfunction caused by transcriptional alterations in genes involved with OXPHO [94]. Thus the potential role of thyroid disorders and mitochondrial dysfunction in pregnancy failure is of great interest for the BAR dolphin population and changes in OXPHO and related gene expression in pregnancy failure may be an area of further research in the development of markers for predicting pregnancy outcome.

## Conclusions

Transcriptome profiling of blood from BAR and SAR dolphins identified a broad range of functional pathways that exhibited correlation to many standard health measures. Overall, gene expression was higher in BAR; however, transcripts associated with the ribosome and translation were more highly expressed in SAR. Elevated expression of transcripts associated with Th2-based immune responses were seen in BAR, driven by gene expression of dolphins likely exposed to significant oiling following the DWH disaster. Alterations in cytoskeletal gene expression were also observed between pre- and post-spill birth cohorts. Perturbations in OXPHO were abundant in BAR dolphins and may contribute to underlying molecular mechanisms associated with many observed adverse health and reproductive effects. The broad transcriptome profiling described herein and analyzed in conjunction with the array of health data obtained from capture-release health assessments is a fundamental step forward in developing molecular markers of health and exposure that can be applied to enhance assessment and characterization of stress-related disease in dolphins. With further research, biomarkers may be developed that can provide critical health information to wildlife veterinarians, researchers, managers and other stakeholders, even in the absence of full veterinary assessments.

## Supporting information

S1 Table Samples analyzed by RNA-seq and summarized health data.

S2 Table Genes in each co-expressed module from WGCNA of all BAR and SAR blood transcriptomes. The grey module, containing all genes not assigned to a co-expressed module is not included.
(XLSX)

S3 Table Genes exhibiting significant (p ≤ 0.05) differential expression between SAR and BAR.

S4 Table Genes in each co-expressed module from WGCNA of blood transcriptomes from BAR dolphins. The grey module, containing all genes not assigned to a co-expressed module is not included.
(XLSX)

S5 Table Genes exhibiting significant (p ≤ 0.05) differential expression between years in BAR, analyzed as a time course.

S6 Table Genes exhibiting significant (p ≤ 0.05) differential expression between years in BAR, all pairwise comparision analyzed.

S7 Table Genes exhibiting significant (p ≤ 0.05) differential expression between BAR dolphins known to be alive at the time of DWH oil spill and those born after.

S8 Table Genes exhibiting significant (p ≤ 0.05) differential expression between pregnant and non-pregnant females.

How the deposited data were processed for this re-analysis (not part of the article)

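Whole blood of wild bottlenose dolphins was profiled by RNA sequencing in 76 samples from 71 animals, 60 samples from Barataria Bay (BAR) and 16 from Sarasota Bay (SAR). The authors collected blood in PAXgene tubes, used RNA with an integrity number of at least 7, prepared libraries with NEBNext Ultra Directional kits and sequenced 150-base paired ends on a NovaSeq. The deposited values are FPKM, which the authors made with Trimmomatic 0.33, the FastQC app 0.1, TopHat2 2.1.1 with Bowtie2 against Tur_tru v1, and Cufflinks 2.2.1, after masking the hemoglobin transcripts. The table holds 24094 loci. A second sheet with the same values in another column order was not used.

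Loci are given by position only. Symbols were taken from the locus and symbol pairs in the supplementary tables of the study, which name 3144 loci with 3099 symbols, 44 of them at more than 1 locus. No locus could be named for HBB, IFNG, IFNGR1, IL4, IL5, IL6, IL10, IL10RA, TGFBR1, TGFBR2 or NDUFA8. The tables of modules are incomplete in the copy at hand, so a module was scored only where its size matches the text. For the green and red modules of S2 Table the number of symbols, not of loci, matches.

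FPKM do not hold read counts. Relative depth was therefore estimated from 1634 loci detected in 10 to 40 samples at low values. The lowest values were assumed to be 1 fragment each, and a median polish was fitted over 12898 values. The median residual was 0.36%, and 87.9% of the values lay within 5%, over all libraries pooled. Some libraries rested on few of these loci, 4 in 1 SAR library of 2014 and 5 in 1 BAR library of September 2017. The lowest depth, 0.655, rested on 12 loci. Depth relative to the median library ranged from 0.655 to 1.47, so low values rest on few fragments, and differences between genes near 1 FPKM are less precise than those of abundant genes.

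Samples were grouped by the stated site, sex, collection year, birth cohort, pregnancy status and outcome, and samples whose cohort, pregnancy status or outcome could not be determined were left out of that comparison. The filter of the paper was used: a mean FPKM of at least 1 and an FPKM above 0 in at least 50% of the samples compared. Cuffdiff needs reads and was not repeated. Genes were tested with limma 3.58.1 in R 4.3.3 (eBayes with trend) on log2(FPKM + 1), without covariates, at a Benjamini-Hochberg adjusted p of at most 0.05. Years were contrasts of one fit of 4 year means. On simulated data with 100 changed genes at each size, limma recovered 47% at a log2 change of 0.5 and 93% at 1 between the sites, and 33% and 87% between birth cohorts, with 5 and 4 false calls. The simulated genes varied independently of each other, so these rates may not hold for real samples, whose genes vary together.

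Gene lists fixed before the data were examined were scored as the mean log2(FPKM + 1) of the members that could be named. The names come from the study's own tables, so which members were scored was not fixed in advance. For example, 12 of 37 Complex I, 7 of 25 B cell and 6 of 30 neutrophil genes were named. Scores were compared by two-sided permutation tests (100000 resamples, exact where the splits were few), with covariates by the Freedman-Lane method and adjustment over lists. The smallest p these resamples can give is 1e-05. The 25 lists cover cytosolic ribosomal proteins, nuclear Complex I, nuclear Complexes II to V, mitochondrially encoded genes, interferon-stimulated genes, heme synthesis and red cell, ferroptosis and iron, platelet, neutrophil, eosinophil and basophil, B cell, T cell, cytotoxic and natural killer, monocyte and macrophage, Th1, Th2 with JAK/STAT, interleukin 10, Th17, TGF-beta, PI3K with AKT and MAP kinases, eicosanoids, aryl hydrocarbon receptor and detoxification, actin and myosin, proteasome, and cell division. Lists with fewer than 5 named loci were not scored, a minimum set after seeing how many loci could be named, which left 20. Principal components were computed with numpy 2.4.6 from log2(FPKM + 1) scaled to unit variance, and tables were handled with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

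Genes named in the text follow a rule set before the data were examined. For the comparisons of site, years, birth cohort and pregnancy, these are the 10 genes with the largest positive and the 10 with the largest negative log2 differences among those past the threshold with a descriptive symbol. Every gene that the paper names in its text or Fig. 5 is included, although values in its supplementary tables were seen, as are AIFM2 and the members of a list with the largest differences past the threshold. Genes and loci outside this rule are stated to be chosen after their values were seen, or appear as members of a list whose result is given. Some genes that this rule names are not reported here.

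The alternatives tried were a pseudocount of 0.1, no filter on low values, median-ratio scaling, quantile normalization, the animal as a replicate block (for lists and modules, one sample per animal), and sex as a covariate. Some comparisons were also run with 2014 only, BAR only, June 2017 only, body length or collection year as a covariate, or pre-spill animals of up to 222 cm. The 5 animals sampled on 2 dates all come from BAR and were matched by their field identifier, and 4 of them fall in a pair of year groups that includes 2017. The blocked fit called 8316 genes between the sites and 93 between birth cohorts.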

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

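Tests in this part that were chosen after the result was seen are the shares of the 100 and 1000 most abundant loci, the correlations of single genes with PRG3, and the correlations with body length.

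One SAR animal of 2014 had far more interferon-induced transcripts than the other 7 of its group. Its interferon-stimulated score was 5.21, the nearest other sample had 3.94, and the gap made up 0.668 of the range of the 8 samples. This was the only such sample among 51 groups of 4 to 10 samples, and chance gives about 1 in 20 groups.

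Genes of cytotoxic and natural killer cells, which the paper does not discuss for birth cohort, were higher in animals born before the spill by 0.66 (46 against 9 samples). GZMK and CD244 passed over all genes. The score was 5.203 ± 0.50 in pre-spill and 4.54 ± 0.40 in post-spill animals (SD, permutation test, adjusted p = 0.0062, 42 of 46 above the post-spill mean). With body length as a covariate the difference was 0.62 (adjusted p = 0.067), and against pre-spill animals of up to 222 cm it was 0.72 (0.022).

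Proteasome genes, also not discussed in the paper, had a score difference of -0.48 between 2017 and 2013 (24 against 12 samples). Of the 14 named genes, 13 were lower when adjusted over the list alone. With median-ratio scaling the difference was -0.46 and with quantile normalization -0.35.

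The first pattern weighed is the higher expression of most genes in BAR. Abundant transcripts took a larger share of the SAR libraries on average, with 14 of 16 SAR samples above the BAR mean for the 100 most abundant loci. With median-ratio scaling the share of genes higher in BAR came to 53.3%, near an even balance. That scaling centres the typical gene whatever the cause, so this share cannot tell composition from biology. Red cell transcripts could be part of this, since the summed FPKM of the heme and red cell list was 17557 higher in SAR, but that list held 3.22% of the summed FPKM in BAR and 4.80% in SAR, and the 100 most abundant loci 49.0% and 58.3%. Nothing in the tables argues against a compositional shift, and they cannot tell it from a biological change in most genes. Site and month of sampling go together, and a biological difference in total RNA per cell stays open as untested.

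The second pattern is PRG3, higher in animals born before the spill. Eosinophil content, as far as the eosinophil and basophil score reflects it, is argued against by the correlation of PRG3 with that score, r = 0.0778 over 55 samples (permutation test, p = 0.57). That score also includes basophil genes, and eosinophil counts of the blood were not compared, so eosinophil content is not excluded. A locus that reports AIFM2 is argued against by r = -0.0511 with that gene (permutation test, p = 0.71). With body length as a covariate the difference was 1.73 (standard error 0.76, permutation test for PRG3 alone, p = 0.034), against 1.45 without, it was 2.03 (standard error 0.68) against pre-spill samples of up to 222 cm, and PRG3 did not follow length among the 46 pre-spill samples (r = -0.068, p = 0.65). These values go against animal size, but with the covariate, the test set in advance, the difference is above 80% of 1.45 by less than its standard error, so size is not excluded. A difference in PRG3 between individual animals stays open as untested.

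The third pattern is the higher expression of B cell genes in animals born after the spill. Animal size, which goes with age, could account for part of it, since the score difference was -0.205 with body length as a covariate, against -0.71 without, and the score fell with length among pre-spill samples (r = -0.43, p = 0.0026). Against the 8 pre-spill samples of up to 222 cm, whose lengths overlap those of the 9 post-spill animals, it was -0.51 (exact permutation test, adjusted p = 0.19), so how much of the difference goes with size stays open. An effect of birth after the spill stays open, because all 9 post-spill animals are young and no old animal was born after it.

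Other groupings of the samples were drawn at random, 100 per comparison with the real one included. Only the real grouping reached the 8379 genes between the sites (the highest other grouping gave 591). The same holds for the 781 genes by sex in all samples (highest other 1) and the 32 by sex in BAR (highest other 2). It also holds for the 88 by birth cohort (highest other 1) and the 134 between 2014 and 2017 (highest other 2). Chance is thus an unlikely source of these counts. It is not excluded, since 13 such tests of 100 groupings each were run and 5 animals entered as 2 samples each. The groupings ignore site, which goes with sex in part (40 of 48 samples of females and 20 of 28 of males are from BAR), so the 781 genes are not thereby ascribed to sex. The share of genes higher in females was 88.8% within BAR alone and 90.4% over all samples. For the 16 genes among years 2 of the 100 groupings, the real one included, reached the real count (highest other 185). For the 1 gene by pregnancy 4 did, the real one included (highest other 178). Both are fewer than the bound set in advance for chance. Chance is still kept open for these 2 counts, because other groupings gave far larger ones, which point to a structure of the samples. For pregnancy limma called 0 genes with BAR only (656 at an unadjusted p under 0.05). For the 5 other pairs of years and pregnancy outcome limma called 0 genes, a count that all 100 groupings reach by construction, so nothing about chance follows. The unadjusted counts under 0.05 were 990, 1565, 590, 1669 and 782 for the pairs and 634 for outcome. The highest other counts were 22 for 2013 and 2014, 1312 for 2013 and 2017, 1595 for 2013 and 2018, 1 for 2014 and 2018, 60 for 2017 and 2018, and 2 for outcome. The counts above 1000 again point to a structure of the samples.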

How the results depend on the processing

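The scaled principal components, the red and green modules of S2 Table and the minimum of 5 named loci per list were chosen after the result was seen. Of the values that answer a comparison, 174 kept their direction and side of the threshold (counts: within 1.5 times), 32 moved, 21 became weaker and 3 reversed. Of the other values 653 stayed the same in this sense, 134 became weaker, 19 became stronger and 22 reversed. Except where stated, the cause was not tested.

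With median-ratio scaling the counts of differing genes were 900 for site, 16 for sex in all samples, 14 for sex in BAR, 321 for birth cohort, 226 among years, 585 for 2013 and 2017, and 17 for 2014 and 2017. The share of genes higher in BAR was 53.3%, and the site difference on the first principal component 0.44 SD (p = 0.12). This scaling is built to remove a shift common to most genes, which accounts for the reversals in the comparison of the sites. Scores that reversed there were Th2 with JAK/STAT (-0.048), PI3K (-0.042), Complex I (-0.13), Complexes II to V (-0.29), platelet (-0.26), neutrophil (-0.13), eosinophil and basophil (-0.072), B cell (-0.061), monocyte (-0.045), Th1 (-0.080), eicosanoid (-0.22), aryl hydrocarbon receptor (-0.23), actin and myosin (-0.074) and proteasome (-0.019). Genes that reversed were TGFB1 (-0.082), AKT1 (-0.022), AKT2 (-0.0033), IFNGR2 (-0.097) and IL10RB (-0.075). Correlations with site were 0.088 for the brown, -0.075 for the blue and 0.17 for the red module, and correlations with birth cohort 0.30 for red and 0.30 for black. The eosinophil and basophil difference by birth cohort was 0.42 (adjusted p = 0.083).

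With quantile normalization the counts were 827 for site, 17 for sex in all samples, 14 for sex in BAR, 297 for birth cohort, 168 among years, 557 for 2013 and 2017, and 15 for 2014 and 2017. The share of genes higher in BAR was 57.3%. This scaling, too, removes a common shift. Site scores that reversed were Complexes II to V (-0.10), platelet (-0.12), Th1 (-0.0030), eicosanoid (-0.0065) and aryl hydrocarbon receptor (-0.16), and Th2 with JAK/STAT (0.093) and PI3K (0.036) became weaker. Correlations were 0.16 for brown and 0.073 for blue with site, and 0.29 for red, 0.29 for purple and 0.26 for black with birth cohort. The eosinophil and basophil difference was 0.37 (adjusted p = 0.13).

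Without a filter on low values the counts were 253 for sex in all samples, 10 among years and 52 for 2014 and 2017, and 84.1% of genes were higher in BAR. More loci enter the adjustment there. A pseudocount of 0.1 gave 82 genes for 2014 and 2017.

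With the animal as a replicate block the counts were 62 among years, 11 for 2013 and 2017 and 359 for 2014 and 2017. As a replicate block for lists, one sample per animal gave an eosinophil and basophil difference of 0.46 (adjusted p = 0.066).

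With sex as a covariate 8 genes differed between 2013 and 2017, and the eosinophil and basophil difference was 0.45 (adjusted p = 0.062). Of the 20 list scores of the sites, 3 became weaker with sex as a covariate and 1 with one sample per animal. With 2014 only, 2 site scores became weaker and 2 stronger, and with body length as a covariate 1 became weaker and 1 stronger.

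For birth cohort, body length as a covariate gave 0 genes in limma (1400 at an unadjusted p under 0.05), a B cell difference of -0.20 (adjusted p = 0.71) and an eosinophil and basophil difference of 0.30 (0.48). With pre-spill animals of up to 222 cm, which leaves 8 against 9 samples, there were 10 genes, and the differences were -0.51 (0.19) for B cells and 0.33 (0.28) for eosinophils and basophils. Collection year as a covariate gave 11 genes.

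For pregnancy, limma called 0 genes with BAR only (656 at an unadjusted p under 0.05) and 0 with collection year as a covariate (669).

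With June 2017 only, 17 genes differed between 2013 and 2017 and 3 between 2017 and 2018. The Complex I score fell by 0.41 from 2013 (adjusted p = 0.052), with 12 samples of 2017 in place of 24, and the proteasome score by 0.39 from 2014 (adjusted p = 0.060), against 0.38 (0.014) with both months.

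Depth limits low values most: a locus near 1 FPKM rests on few fragments, and relative depth differed by more than 2-fold between libraries.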

Differences from the paper's values

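The alternatives named here were set before the data were examined, and no test in this part was added after the result was seen. The paper used Cuffdiff, so all counts compare another tool at the same adjusted p of 0.05.

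For genes differing by sex in all samples the paper's count is 22 and the count here 781. It comes within 1.5 times of the paper's with median-ratio scaling (16) and quantile normalization (17), and does not with a pseudocount of 0.1, no filter or the animal as a replicate block. In BAR the paper's count by sex is 7 and the count here 32, which stays apart with all 5 alternatives run (lowest 14).

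For the sites the paper's count is 154 and the count here 8379, which stays apart with all 8 alternatives run (lowest 827, with quantile normalization). The paper's percentage of these genes higher in SAR is 90, against 3.48% here. With median-ratio scaling it is 72.1%, within 1.5 times of the paper's, with quantile normalization 56.6%, which is not, and with the other 6 alternatives it stays under 5%.

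Summed over all pairs of years the paper's count is 265 and the count here 134. It comes within 1.5 times with the animal as a replicate block (370) and with sex as a covariate (177), and does not with a pseudocount of 0.1, no filter, median-ratio scaling, quantile normalization or June 2017 only.

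By pair of years, the paper's counts in S6 Table are 51 for 2013 and 2014, 102 for 2013 and 2017, 46 for 2013 and 2018, 35 for 2014 and 2017, 10 for 2014 and 2018, and 21 for 2017 and 2018. Here limma gave 0, 0, 0, 134, 0 and 0 genes, with 990, 1565, 590, 1873, 1669 and 782 at an unadjusted p under 0.05. For 2014 and 2017 the count without a filter (52) is within 1.5 times of the paper's, and with the other 6 alternatives it is not. For the other 5 pairs all 7 alternatives stay apart from the paper's counts.

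For pregnancy the paper's count is 37 and the count here 1, or 0 with BAR only and with collection year as a covariate (limma, 656 and 669 at an unadjusted p under 0.05). It stays apart with all 7 alternatives run.

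The paper states that the receptor of interferon gamma was not expressed in blood, whereas IFNGR2, one of its chains, had 132 FPKM in BAR and 102 in SAR. No locus could be named for IFNGR1, the other chain, so if the statement concerns IFNGR1 it is not tested here. The paper names PRG3 among the genes that differ by birth cohort, whereas its adjusted p from limma was 0.16, with the same direction. It names CDA, CCL2, CD8B, GAS1, LGALS1, NDUFC2, NDUFS5 and GRAMD4 among the genes that differ by pregnancy, whereas none passed here (lowest adjusted p 0.77), again with the same direction in all 8.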

Other observations

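Tests in this part that were chosen after the result was seen are the correlations of the first principal component with abundant transcripts.

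T cell transcripts were lower in blood of BAR animals with an inflammation finding, by a difference that passed with 1 of 3 scalings. The T cell score, which includes CD8B and TRAT1, was 4.70 ± 0.30 in 12 samples with inflammation and 5.01 ± 0.29 in 48 without (SD, median-ratio scaling). The difference was -0.31 (permutation test, adjusted p = 0.039, 2 of 12 above the mean of the others). As deposited it was -0.28 (adjusted p = 0.23), where no list passed, and with quantile normalization -0.31 (0.055). Cytotoxic genes went the other way (0.34, adjusted p = 0.17, 11 of 12).

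Several lists not given at a claim were compared between the sites. Cytotoxic and natural killer genes differed by 0.45 as deposited (permutation test, adjusted p = 0.018, 49 of 60 BAR samples above the SAR mean) and by 0.03 with median-ratio scaling. B cell genes differed by 0.36 (0.054, 46 of 60), eicosanoid genes by 0.23 (0.089, 44 of 60), platelet genes by 0.17 (0.22, 41 of 60) and aryl hydrocarbon receptor genes by 0.20 (0.039, 46 of 60), all 4 negative with median-ratio scaling. Of lists with too few named genes to score, the mitochondrial gene ATP6 differed by 0.15 (adjusted p = 0.50, limma), and the cell division genes MCM4 by 0.54 (0.0013), TK1 by 0.26 (0.035) and BIRC5 by -0.50 (0.022).

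The share of the 10 most abundant loci followed the first principal component within each site. Over all 76 samples r was -0.72 (permutation test, rho = -0.74, adjusted p = 7.5e-05 over 15 relations, r = -0.69 without the 2 farthest samples). It was -0.53 within BAR (rho = -0.60, adjusted p = 0.0002, r = -0.50 without 2, n = 60) and -0.77 within SAR (rho = -0.74, adjusted p = 0.0019, r = -0.75 without 2, n = 16).

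One hypothesis was tested for the different balance of directions between the sites. If the group FPKM in S3 Table had been rescaled between samples and the deposited values had not, their ratio to the deposited group means would differ between the sites. The median ratio was 1.34 for SAR and 0.968 for BAR, 1.38 times higher in SAR, so such a rescaling could account for part of the difference in direction. Of the 153 genes of that table tested here, 139 had the same sign as deposited and 151 with median-ratio scaling, and 66 and 112 passed.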
